# Synergism of the receptor tyrosine kinase Axl with ErbB receptors mediates resistance to regorafenib in hepatocellular carcinoma

**DOI:** 10.3389/fonc.2023.1238883

**Published:** 2023-09-08

**Authors:** Kristina Breitenecker, Viola Hedrich, Franziska Pupp, Doris Chen, Eva Řezníčková, Gregor Ortmayr, Heidemarie Huber, Gerhard Weber, Lorenz Balcar, Matthias Pinter, Wolfgang Mikulits

**Keywords:** hepatocellular carcinoma, GAS6, Axl, tyrosine kinase inhibitors, Regorafenib, ErbB, bFGF

## Abstract

**Introduction:**

Hepatocellular carcinoma (HCC) patients at advanced stages receive immunotherapy or treatment with tyrosine kinase inhibitors (TKIs) such as Sorafenib (Sora) or Lenvatinib in frontline as well as Regorafenib (Rego) or Cabozantinib in second-line. A major hindrance of TKI therapies is the development of resistance, which renders drug treatment futile and results in HCC progression.

**Methods:**

In this study, we addressed the impact of the receptor tyrosine kinase Axl binding to its ligand Gas6 in acquiring refractoriness to TKIs. The initial responses of Axl-positive and Axl-negative cell lines to different TKIs were assessed. Upon inducing resistance, RNA-Seq, gain- and loss-of-function studies were applied to understand and intervene with the molecular basis of refractoriness. Secretome analysis was performed to identify potential biomarkers of resistance.

**Results:**

We show that HCC cells exhibiting a mesenchymal-like phenotype were less sensitive to drug treatment, linking TKI resistance to changes in epithelial plasticity. Gas6/Axl expression and activation were upregulated in Rego-resistant HCC cells together with the induction of ErbB receptors, whereas HCC cells lacking Axl failed to stimulate ErbBs. Treatment of Rego-insensitive HCC cells with the pan-ErbB family inhibitor Afatinib rather than with Erlotinib blocking ErbB1 reduced cell viability and clonogenicity. Genetic intervention with ErbB2-4 but not ErbB1 confirmed their crucial involvement in refractoriness to Rego. Furthermore, Rego-resistant HCC cells secreted basic fibroblast growth factor (bFGF) depending on Axl expression. HCC patients treated with Sora in first-line and with Rego in second-line displayed elevated serum levels of bFGF, emphasizing bFGF as a predictive biomarker of TKI treatment.

**Discussion:**

Together, these data suggest that the inhibition of ErbBs is synthetic lethal with Rego in Axl-expressing HCC cells, showing a novel vulnerability of HCC.

## 1 Introduction

Hepatocellular carcinoma (HCC) is the major subtype of liver cancer accounting for around 90% of cases. The incidence of HCC is expected to rise annually to over 1 million patients by 2025 (1). For HCC diagnosed at early stages, curative treatment options including surgical resection or liver transplantation are available but around 50% of HCC patients are diagnosed at advanced stages of the disease and receive systemic therapy (2). The most recently approved first-line treatment options are Durvalumab targeting programmed death ligand-1 (PD-L1) plus Tremelimumab targeting CTLA-4 or Atezolizumab (anti-PD-L1) in combination with Bevacizumab directed against vascular endothelial growth factor (VEGF) (3). HCC patients with autoimmune disease and transplant recipients are excluded from this treatment as they are at risk for severe immunological adverse events (1, 4, 5). Hence, these patients are subjected to first-line therapy with the tyrosine kinase inhibitors (TKIs) Sorafenib (Sora) or Lenvatinib (1). Additionally, the anti-VEGF treatment with Ramucirumab is approved as second-line treatment for HCC patients who progressed on first-line Sora, if serum α-fetoprotein (AFP) levels exceed 400 ng/mL (6). Together with Regorafenib (Rego) – which was the first approved second-line therapy of HCC – these drugs complement the spectrum of available treatment options for advanced stage HCC (7, 8). The acquisition of resistance against TKI treatment is a major challenge in HCC, which strongly limits the success of respective therapies. The overall survival (OS) of patients treated with Sora is roughly 3 months longer compared to placebo which emphasizes this limitation (9). Treatment with Rego in second-line increases the OS of patients progressing on Sora from 7.8 months to 10.6 months compared to placebo, highlighting the importance of investigating mechanisms of drug resistance and finding novel targets for treating advanced stage HCC patients (7). Several resistance mechanisms have been identified in different malignant settings including HCC, amongst them changes in epithelial plasticity by epithelial to mesenchymal transition (EMT). Cellular plasticity frequently confers insensitivity towards a panel of chemotherapeutic drugs in cancer models (10). Moreover, EMT is capable of conferring resistance towards epidermal growth factor receptor (EGFR) blockade in lung cancer and is linked to the induction of the receptor tyrosine kinase (RTK) Axl in HCC (11, 12). Axl is a driver of EMT and mediates resistance to cytotoxic drugs and TKIs in multiple cancer entities (13). Various mechanisms are involved including hetero-dimerization with other RTKs or decreased expression of miRNAs targeting Axl (14). In melanoma and triple-negative breast cancer, MEK inhibition led to increased activation of Axl and therefore increased tumor burden, while hetero-dimerization of Axl and Her2 reduced the response to Trastuzumab in Her2-positive breast cancer, highlighting the role of Axl in mediating resistance against targeted therapy (15, 16). In HCC, about 40% of patients show high levels of Axl, correlating with vascular invasion and poor survival of patients (17). Additionally, Axl has been identified as a driver of EMT and resistance to TKIs in HCC (18), underlining the potential of Axl as a mediator of resistance (11). In HCC cell lines, augmented expression of Axl has been reported upon acquiring resistance against Sora, which could be attenuated by targeting Axl (19, 20). Although multiple mechanisms of acquired Sora resistance in HCC have been investigated, studies focusing on Rego resistance are limited. The ErbB receptor family shows a wide range of functions including acquired drug resistance in a large number of cancer types (21). In HCC, activation of ErbB signaling allows liver cancer cells to escape from treatment with Lenvatinib (22). In non-small cell lung cancer resistant to Osimertinib, Axl associates with EGFR and ErbB3, suggesting a prominent role of Axl and ErbB coexpression in the refractoriness to targeted therapy resistance (23). In this study, we assessed the impact of Gas6/Axl on the response to TKI treatment in cellular HCC models. We observed that Gas6/Axl expression increases in TKI-resistant HCC cells exhibiting an EMT-transformed phenotype. Notably, Axl was associated with the upregulation and activation of ErbB receptors in Rego-resistant cells and with an elevated release of bFGF in HCC patients treated with Sora and Rego. These data suggest that co-activation of Axl and ErbB2-4 is crucially involved in acquiring resistance to Rego and that targeting ErbB receptors is a potential “Achilles heel” for intervention.

## 2 Material and methods

### 2.1 Cell culture

The human liver cancer cell lines SNU449 (RRID: CVCL_0454), SNU475 (RRID: CVCL_0497) and Huh7 (RRID: CVCL_0336) were propagated in RPMI-1640 supplemented with 10% fetal calf serum (FCS) and antibiotics. HLF (RRID: CVCL_2947) and HepG2 (RRID: CVCL_0027) cells were cultured in DMEM plus 10% FCS and 100 U/mL antibiotics. Hep3B cells (CVCL_0326) were cultured in EMEM supplemented with 10% FCS and antibiotics. SNU449-Axl^-^ cells were generated as previously described (24). SNU449, SNU475, Hep3B, HepG2 and Huh7 were purchased from ATCC (Manassas, VA, USA) and HLF and HLE cells were provided by Dr. Steven Dooley (University of Heidelberg, Germany). Cells were cultured at 37°C and 5% CO_2_. The identity of cell lines was confirmed by short tandem repeat analysis. All cell lines were routinely screened for the absence of mycoplasma.

### 2.2 Generation of TKI-resistant HCC cell lines

To generate resistant cell lines, SNU449, SNU449-Axl^-^, HLF and Huh7 were initially treated with 50% of the IC_50_ concentration of Sora (TargetMol Chemicals, Boston, USA), Rego (TargetMol Chemicals, Boston, USA), and Cabozantinib (Cabo; TargetMol Chemicals, Boston, USA). The concentrations of TKIs were increased by 50% of the IC_50_ every two weeks until 2 x IC_50_ was reached and cells proliferated under high concentrations.

### 2.3 Patient recruitment and sample collection

Patients were consecutively enrolled when treated with TKIs. Blood samples were obtained from patients with HCC who received Sora in first-line and Rego in second-line and sera were stored at -80°C. HCC was diagnosed according to the guidelines of the European Association for the Study of the Liver by histology or dynamic imaging such as computed tomography or magnetic resonance imaging scans (25). The study was conducted in accordance with the guidelines of the Declaration of Helsinki (1964, including current revisions) and after approval by the ethics committees of the Medical University of Vienna (EK2033/2017). All patients signed a written informed consent prior to study inclusion.

### 2.4 Enzyme-linked immunosorbent assay

In order to detect sAxl levels in cell culture supernatants, the human Axl ELISA (R&D Systems, Minneapolis, USA) was employed under optimized assay conditions as described (26). In order to analyze Gas6, the human Gas6 ELISA (R&D Systems, Minneapolis, USA) was used and included the replacement of Gas6 capture antibody with the engineered Axl decoy receptor AVB-S6-80 (Aravive Biologics, Houston, USA) (27). The ELISA for bFGF (R&D Systems, Minneapolis, USA) was carried out according to the manufacturer’s protocols. bFGF levels were determined in sera of treatment-naïve (n=24), first-line Sora treated (n=11) and first-line Sora/second-line Rego treated (n=9) HCC patients. In order to determine levels of Gas6 and sAxl, supernatants of respective cell lines were collected after cultivation in serum-free medium for 24 hrs. The supernatants were centrifuged to pellet remaining cells and stored at -80°C after snap-freezing until further use.

### 2.5 Proliferation kinetics

2 x 10^4^ cells were seeded into 12-well plates and counted on day 3, 5 and 7 each in triplicates. Before seeding, cells were pre-treated with the IC_50_ concentrations for 72 hrs of the respective TKI. Cell count was determined with the Casy Counter (Schärfe Systems, Reutlingen, Germany).

### 2.6 Cell viability assay

7.5 x 10^3^ cells per well were seeded into 96-well plates. After 24 hrs, cells were treated with increasing concentrations of Sora (TargetMol Chemicals), Rego (Cayman Chemical) and Cabo (TargetMol Chemicals), Afatinib (LC Laboratories) or Erlotinib (TargetMol Chemicals) and incubated for 72 hrs at 37°C and 5% CO2. After 72 hrs, 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazoliumbromid (MTT) was added and incubated for 4 hrs at 37°C and 5% CO_2_. Next, the supernatant was aspirated and cells were lysed with DMSO for 1 hr at room temperature. The absorbance of the formazan was photometrically analyzed at 620 nm. The viability was calculated after subtraction of the blank values and normalized to untreated wells.

### 2.7 Clonogenicity

For the assessment of clonogenic growth behavior, 500 cells were seeded into 6-well plates in triplicates and either treated with increasing concentrations of Sora, Rego, Cabo, Afatinib or DMSO as a control. After colony formation, cells were washed, fixed with acetic acid/methanol solution (3:1), stained with 0.025% crystal violet and colonies counted.

### 2.8 Quantitative PCR

RNA from cells was isolated using the Monarch™ Total RNA Miniprep Kit (New England Biolabs, Ipswich, USA). RNA concentration was determined using Nanodrop (Thermofisher, Waltham, USA). 500 ng of RNA was reverse transcribed using the iScript™ cDNA synthesis kit (BioRad, Hercules, USA). For quantitative PCR (qPCR), the LUNA Universal qPCR Master Mix (New England Biolabs, Ipswich, USA) and the CFX Connect Real Time PCR system (BioRad, Hercules, USA) was employed. Following primers were used: *RPL41*: forward 5’-CAAGTGGAGGAAGAAGCGA-3’, reverse 5’-TTACTTGGACCTCTGCCTC-3’; *AXL*: forward 5’-CCGGCTGGCGTATCAAGGCC-3’, reverse, 5’-TGGCTGTGCTTGCCCTGGG-3’; *EGFR*: forward 5’-GTGAACCCCGAGGGCAAATA-3’, reverse 5’-ATTCCGTTACACACTTTGCGG-3’; *ErbB2*: forward 5’-TCCTCCTCGCCCTCTTGC-3’, reverse 5’-AGTTCCAGGTTTCCCTGCAC-3’; *ErbB3*: forward 5’-GGGACCGAGATGCTGAGATA-3’, reverse 5’-GCCCAAAGCAGTGACCATTA-3’; *ErbB4*: forward 5’-CGGGCCATTCCACTTTACCA-3’, reverse 5’-GAGCTTGATTGGGTGCTGTG-3’.

### 2.9 RNA-Seq

3’-end mRNA libraries were generated with QuantSeq and subjected to Illumina sequencing with the HiSeq 2500 system by Lexogen (12 cycles of library amplification, paired-end 100 nt sequencing). Computational trimming of poly-As from the 3’-ends of the 100 bp long reads was performed with cutadapt (v. 4.0; with options -O 3 -e 0.05 -m 20 –max-n 2), retaining reads with a trimmed length of at least 20 nt. Reads were aligned to the human genome GRCh38.v40 and the spike-in sequences (Lexogen “SIRV-Set3”) by STAR 2.5.3a (28), with up to 1000 hits, a maximum error rate of 5%, and counts per gene as output. These count tables were generated on the basis of the GENCODE annotation v40 concatenated with the SIRV and ERCC annotation. For visualizing potential batch effects, normalized samples were clustered hierarchically (R hclust, stats package), or analyzed by principal component analysis and pair-wise plotting of the first five principal components (PCA, package FactoMineR). 

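Principal components were computed from the deposited batch-corrected values of the 12 libraries, on the log2 scale, over the 8189 genes with an authors' mean normalized count above 50. The first component held 27.7% of the variance, the second 21.5% and the third 19.1%. Of the variance along these components, 96.6%, 96.0% and 93.4%, respectively, lay between the 4 groups of cells. The next components, 4 and 5, held 9.26% and 7.82% of the variance, of which 2.15% and 3.21% lay between the groups. Since the preparation effect had been removed from these values along the replicate number, they cannot show whether the libraries differed by preparation.

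**Figure D1:**
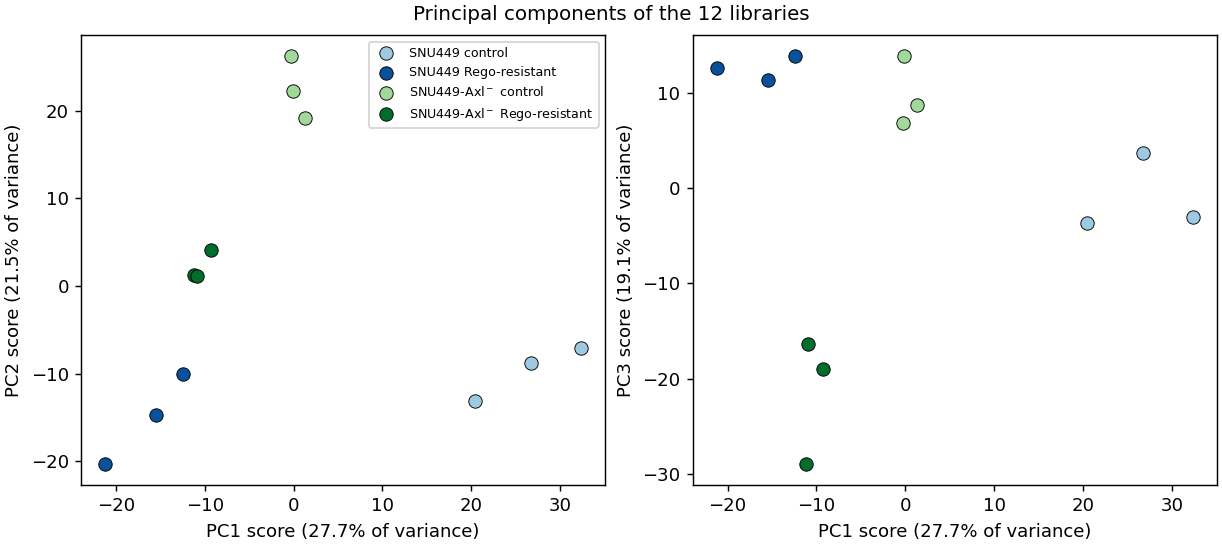
Scores of the 12 libraries on the first component against the second (left) and the third (right), with the share of variance in the axis labels; each point is 1 library and the colors mark the 4 groups. The 3 libraries of each group lie together, and SNU449 control libraries have the highest scores on the first component, from 20.4 to 32.3.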

Pair-wise differential expression analyses were performed with DESeq2 (latest version downloaded from Bioconductor v. 3.15) (29). Low-expressing genes with less than 3 counts in at most 3 samples were filtered out. Moreover, duplicate gene ids were removed by retaining the highest expression levels, respectively, resulting in a final set of 15,633 genes. 

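The deposited tables over all 12 libraries hold 15633 rows each, of which 32 are spike-in RNAs and 15601 are genes. The 6 tables that compare a pair of groups are smaller, with 13865 to 14312 rows. Between 7 and 21 gene names per table still occur on more than 1 identifier. No gene in any table had a mean library value below 5, so that a minimum mean value of 5 removed none of them.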

DESeq2 default parameters were used except for the dispersion model fitting. Moreover, the preparation dates were included in the design formula in order to correct for this technical bias. 

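The deposited library values carry a replicate number but no preparation date. After averaging over the groups of a table, the libraries of each replicate number deviated from the others by a median of 0.00076 to 0.0013 on the log2 scale, whereas the remaining deviation of a library from its group had a median of 0.0623 to 0.124. In a table that compares a pair of groups, the deviation of a library from its group is therefore mirrored in the library with the same number in the other group, and both groups show nearly the same SD.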

In order to obtain batch-corrected values for heat map visualisation and gene set enrichment analysis (GSEA), log-vst transformation (DESeq2) and limma *removeBatchEffect* correction were performed. The heat map was created with a customized R script based on heatmap.2.R, with row-wise z-score scaling. All reported p-values (including cut-offs) for differential expression analyses refer to Benjamini-Hochberg multiple-test corrected q-values, as implemented by DESeq2. For GSEA, the command-line version 4.3.1. of the UCSD/BROAD GSEA tool (30) was used, with Diff_of_Classes ranking (to account for the log-transformed count values) and gene-set permutation. Duplicate gene symbols were removed based on their rank. Gene sets of Biocarta, CGP, GO, Hallmark, Kegg, ONCO, PID, and Reactome v2022 were downloaded from the Molecular Signatures Database (MSigDB) and filtered for a set size of 30 – 500 genes. If not stated otherwise, analyses were performed using custom R scripts and RStudio.

### 2.10 RTK array

Parental (control), TKI-resistant HCC cells and TKI-resistant HCC cells lacking Axl were analyzed for the activation of RTKs by using the Proteome Profiler Human Phospho-RTK Array (R&D Systems, Minneapolis, USA) as published. The phospho-RTK array contains 49 different RTK antibodies spotted in duplicates. In brief, antibody arrays were blocked and incubated with 300 µg of whole cell lysates overnight at 4°C. After washing, membranes were supplemented with an anti-phospho-tyrosine-HRP antibody and incubated for 2 hrs at room temperature. After washing, arrays were incubated with a chemiluminescent substrate and exposed to x-ray films for different time points. Spots were analyzed using Image Studio Lite™ (LI-COR Biosciences, Lincoln, USA) and normalized to their respective control spots.

### 2.11 Growth factor array

Supernatants of parental (control), TKI-resistant HCC cells and TKI-resistant HCC cells lacking Axl were analyzed for secretion of growth factors by using the Human Growth Factor Array (Abcam, Cambridge, UK) which allows for the identification of 41 growth factors. After blocking of the antibody arrays, supernatants of naïve and Rego-resistant SNU449 and SNU449-Axl^-^ cells were incubated with the arrays at 4°C overnight with slight agitation. After incubation, arrays were washed and incubated with anti-phospho-tyrosine-HRP for 2 hrs at room temperature. Arrays were further washed and incubated with a chemiluminescent substrate and developed on x-ray films using different time points. Spot intensities were analyzed using Image Studio Lite™ (LI-COR Biosciences, Lincoln, USA) and normalized to control spots.

### 2.12 siRNA-mediated knockdown

Cells were transfected with small interfering RNAs (siRNA; Dharmacon, Lafayette, USA) against Axl, EGFR, ErbB2, ErbB3 and ErbB4 as described in (17). For the MTT assay, 7.5 x 10^3^ cells were each seeded into 96-well plates and transfected with 50 nM of respective siRNA using Lipofectamine (Invitrogen, Waltham, USA) according to the manufacturer’s protocol. After adherence of cells, increasing concentrations of Rego were added to the wells and incubated for 72 hours at 37°C and 5% CO2. For the detection of knockdown efficiency, 1 x 10^5^ cells were seeded into 12-well plates and transfected with respective siRNAs. Cells were harvested after 72 hrs for RNA extraction and qPCR.

### 2.13 Western blot

Immunoblotting was done as described (31). In brief, blotted membranes were blocked in 4% bovine serum albumin (BSA) in TBS-T (0.1%). The primary anti-Axl (R&D Systems; #AF154) and anti-actin (Sigma; #A2066) were diluted 1:1000 in blocking solution and incubated overnight at 4°C.

### 2.14 Immunofluorescence

SNU449 and SNU449-Axl^-^ cells were stained for Axl and analyzed as previously described (17). In brief, cells were seeded onto collagen coated coverslips for 24 hrs. After the cells have adhered, they were fixed in 4% phosphate-buffered formaldehyde at 37°C. After washing cells with PBS, cells were blocked with 5% horse serum in 1% BSA/PBS for 1hr at room temperature. Axl antibody (R&D Systems; #AF154) was diluted 1:1000 in blocking solution and incubated for 1 hr at room temperature. Subsequently, the cells were stained with an anti-goat Alexa Fluor 488 tagged antibody (Biotrend; #20225-1) at 1:200 in blocking solution. Finally, nuclei were stained with DAPI at a dilution of 1:1000 for 10 min. Cells were mounted with mowiol and imaged with the Zeiss Confocal LSM 700 (Carl Zeiss Microscopy GmbH; Jena, Germany).

### 2.15 Statistical analysis

Data are expressed as mean +/- standard deviation (SD). Normally distributed data between two groups were analyzed via Student’s t-test. For statistical analysis, we used GraphPad Prism 5.02 (GraphPad Software Inc, San Diego, USA). P values were considered as statistically significant as follows: ns p>0.05 *p<0.05; **p<0.01; ***p<0.001.

## 3 Results

### 3.1 TKI resistance correlates with EMT and Axl expression

To investigate mechanisms of resistance to therapy in HCC, we analyzed the sensitivity of epithelial and mesenchymal-like liver cancer cells against the TKIs Sorafenib (Sora), Regorafenib (Rego) and Cabozantinib (Cabo). Importantly, all selected cell lines are not classified as intrinsically resistant based on sensitivity screens towards a large spectrum of therapeutic agents as described by Qiu and colleagues (32). While all cell lines responded to treatment, we observed that the mesenchymal-like HCC cell lines SNU449, SNU475 and HLF were more tolerant in comparison to epithelial Huh7, HepG2 and Hep3B cells, as indicated by their respective half maximal inhibitory concentration (IC_50_; **Figure 1A**). As Axl and its cleavage product soluble Axl (sAxl) have been described to be elevated in EMT-transformed hepatoma cells (17), we examined sAxl and Gas6 levels in corresponding supernatants and found a highly elevated release of both in mesenchymal-like HCC cells (**Figure 1B**). Hence, we investigated whether decreased sensitivities of EMT-transformed HCC cells against TKIs depend on Axl expression. Interestingly, cells lacking Axl after CRISPR/Cas9-mediated genomic editing were more sensitive to TKIs supporting the hypothesis that Axl favors tolerance against targeted therapies in HCC (**Figure 1C**). To study the role of Axl in losing sensitivity to TKIs, we generated a model of stable resistance by treating SNU449 and SNU449-Axl^-^ cells each with increasing concentrations of either Sora, Rego or Cabo (**Figure 1D**). Determination of IC_50_ values of SNU449 and SNU449-Axl^-^ cells upon respective TKI treatment revealed that these cells were indeed less sensitive compared to untreated control, suggesting them as valuable tools to study Axl-dependent mechanisms of resistance in HCC (**Figure 1E**). SNU449 and SNU449-Axl^-^ cells - both resistant to Sora, Rego or Cabo - showed increased clonogenic growth behavior in the presence of the respective TKI, confirming that these cells indeed resist higher concentrations of the TKIs compared to their naïve controls (**Figures S1A, B**). However, proliferation was attenuated in the absence of drugs except for Cabo-resistant SNU449 cells (**Figure S1C**). As we observed an increased number of colonies at lower proliferation rates, the TKI-resistant cell lines show phenotypic changes resembling cancer stem cells or drug persister cells which are characterized by self-renewal at a slow-cycling states (33). Interestingly, Gas6 and Axl levels were increased in Rego- and Cabo-resistant HCC cells (**Figures 1F–I**). In particular, Axl expression was elevated upon acquiring resistance to Rego, both on transcript and protein levels (**Figures 1G, H**). In addition, high Axl expression was strongly displayed at cell boundaries in Rego- rather than in Sora and Cabo-resistant cells (**Figure 1I**). Together, these data suggest that Axl has a key role in acquiring resistance against the clinically used TKIs in HCC.

**Figure 1:**
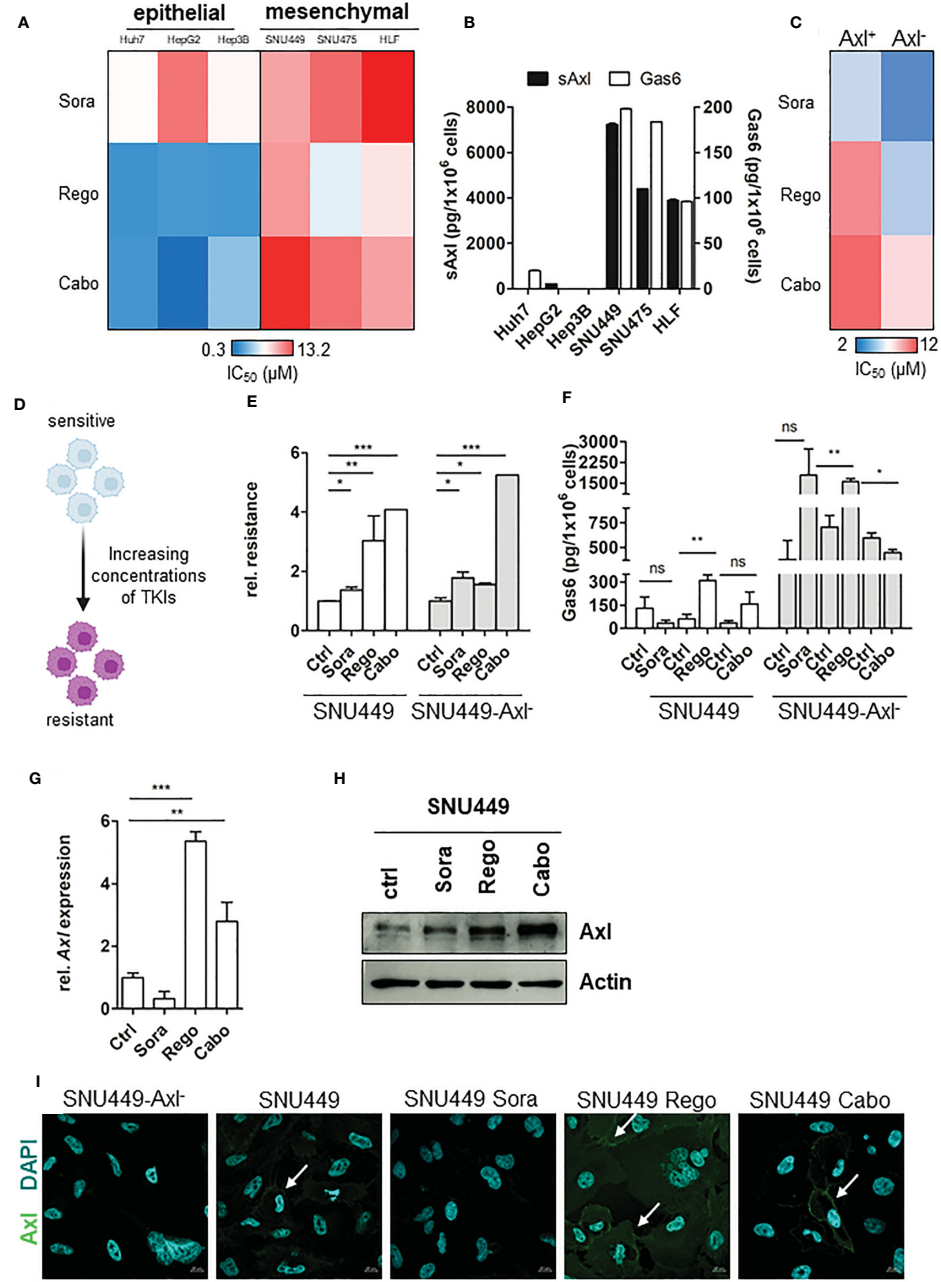
Axl modulates cellular response to TKIs. **(A)** Heat map of IC_50_ values showing sensitivities of HCC cells against TKIs. **(B)** Release of sAxl and Gas6 into supernatants of HCC cells as determined by ELISA. **(C)** Heat map of IC_50_ values indicating sensitivities of parental and Axl-deficient HCC cells against TKIs. **(D)** Model depicting the generation of TKI-resistant cells. **(E)** Relative response of parental (ctrl, control, naïve) and resistant HCC cells against TKIs in Axl-proficient and Axl-deficient background. IC_50_ values were calculated and normalized to sensitive control. Sensitivity of the control was set to the value of 1. **(F)** Release of Gas6 into supernatants of control (naïve) and TKI-resistant cells as determined by ELISA. **(G, H)** Transcript and protein levels of Axl in control (naïve) and TKI-resistant HCC cells as analyzed by qPCR **(G)** and Western Blotting **(H)**, respectively. **(I)** Expression of Axl (green) in control (naïve) and Sora-, Rego- and Cabo-resistant HCC cells as examined by immunofluorescence microscopy. Cell nuclei were stained with DAPI (blue). White arrows show Axl expression on cell membranes. Data are expressed as mean +/- SD. ns: p > 0.05; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001. TKI, tyrosine kinase inhibitor; Sora, Sorafenib; Rego, Regorafenib; Cabo, Cabozantinib; sAxl, soluble Axl.

### 3.2 ErbB2-4 expression depends on Axl in resistance to Rego

Since Axl expression was strongly elevated both on transcript and protein level and correlated with increased Gas6 levels in Rego-resistant SNU449 (**Figures 1F, G–I**), we were interested in examining the involvement of Axl in acquired Rego-resistance of HCC cells. 

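SNU449 is a mesenchymal-like human liver cancer cell line, and SNU449-Axl- cells are its derivative that lacks Axl after CRISPR/Cas9-mediated genomic editing. The RNA-Seq data hold 4 groups, namely SNU449 control cells, Rego-resistant SNU449 cells, SNU449-Axl- control cells and Rego-resistant SNU449-Axl- cells. Each group has 3 libraries that the sample records call technical triplicates. Each group thus stands for 1 cell population, and an SD over its libraries covers variation between libraries only. The resistant cells had been adapted to increasing concentrations of Rego up to 2 times the IC_50_. The authors sequenced the 3′ ends of mRNAs and counted the reads per gene on GRCh38, and 8 tables of their DESeq2 comparisons were analysed here, 6 between pairs of groups and 2 over all 12 libraries. The value of a library in these tables is a rounded whole number, 2 raised to the variance-stabilized level from which the preparation effect had been removed. These values were made separately for each table, are not proportional to read counts and had a minimum of 12, so that fold changes of weakly expressed genes are smaller on this scale than in counts. Read counts per library were not analysed here and the depth per library is unknown, while the authors' mean normalized counts summed to between 4.16e+06 and 4.92e+06 per table. Groups were compared with limma on log2(value + 1), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. Each fit was repeated with the replicate number as a block, because libraries with the same number are tied by the removal of the preparation effect. As a check of the groups, AXL (ENSG00000167601.12, chromosome 19 of GRCh38, 41219223 to 41261766 in GENCODE release 44) had a level of 9.61 ± 0.056 (SD, n = 3) in SNU449 control cells and 5.82 ± 0.053 (SD, n = 3) in SNU449-Axl- control cells. The log2 fold change of AXL was -3.78 (standard error 0.067, adjusted p = 1.1e-05 from limma with Benjamini-Hochberg adjustment) between the control cells and -3.49 (standard error 0.095, adjusted p = 5.5e-05 from the same test) between the Rego-resistant cells.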

In a first approach, we performed RNA-seq analysis of parental versus Rego-resistant cells in an Axl-proficient and Axl-deficient background. Differential gene expression analysis revealed 235 upregulated genes in Rego-resistant SNU449 cells compared to control (**Figure 2A**). 

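Of the 13836 genes tested in the SNU449 comparison, 2947 were differentially expressed in limma with Benjamini-Hochberg adjustment, 1603 with higher and 1344 with lower levels in Rego-resistant cells. With the replicate number as a block, 603 genes were called, 324 up and 279 down, and 601 of them were among the 2947. Leaving out any 1 of the 6 libraries gave between 1509 and 1816 genes. In 38.3% of the genes, all Rego-resistant libraries lay on one side of all control libraries, against 25% by chance when libraries with the same number are tied, and 24.9% of the unchanged genes in simulated data of that kind. The largest rise was that of IGFBP5, from 5.38 ± 0.385 to 12.4 ± 0.4 (SD, n = 3), a log2 fold change of 7.03 (standard error 0.261, adjusted p = 0.000115 from limma with Benjamini-Hochberg adjustment). It was followed by KRT81, KRT7, MMP7 and WNT7B, whose log2 fold changes were 4.12, 3.67, 3.00 and 3.00. The largest fall was that of UCHL1, from 10.1 ± 0.124 to 5.24 ± 0.114 (SD, n = 3), a log2 fold change of -4.83 (standard error 0.0971, adjusted p = 2.0e-05 from the same test). APOL1, VCAM1, BCAT1 and LAMA4 changed by -3.58, -3.52, -3.29 and -3.29. All these genes had an adjusted p under 0.05 with the replicate block as well. As for the authors' deposited table, 235 genes rose in it with an adjusted p under 0.001 and no minimum fold change, and 333 rose with an adjusted p under 0.05 and a log2 fold change of at least 1.5.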

Next, we filtered the significant differentially expressed genes to get a specific Axl-dependent and Rego-resistance-associated set of genes. 

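In the Axl-deficient background, 3566 of 14287 genes were differentially expressed between Rego-resistant and control cells (limma with Benjamini-Hochberg adjustment), 1896 up and 1670 down, and 818 with the replicate number as a block. Over the 13301 genes present in the tables of both backgrounds, 2817 were called in SNU449 and 3338 in SNU449-Axl- cells. Both calls met in 876 genes, against 706.9 expected by chance (odds ratio 1.47, two-sided Fisher's exact test, p = 4.0e-16), and 1941 genes were called in SNU449 only. Of the 876 genes, 467 changed in the same direction and 409 in opposite directions (two-sided exact binomial test, p = 0.0541). With the replicate block, 128 genes were called in both backgrounds, 77 of them in the same direction and 51 in opposite directions (two-sided exact binomial test, p = 0.0267), and 421 in SNU449 only. The p of the directions thus lay on different sides of 0.05, and with each library left out in turn it was from 3.1e-05 to 0.686 in the same exact test. Across genes, which are not independent replicates, the log2 fold changes of the backgrounds had a Pearson's r of 0.0739 and a Spearman's rho of 0.046. The difference in the Rego effect between the backgrounds was tested as an interaction term in limma over all 12 libraries, and 1826 of 15601 genes had a Benjamini-Hochberg adjusted p under 0.05. In 925 of them the log2 fold change was higher in SNU449 and in 901 it was lower, and 916 were called with the replicate block. In the authors' deposited tables, an adjusted p under 0.05 with an absolute log2 fold change of at least 1.5 held for 501 genes in SNU449 only, 91 in both backgrounds and 316 in SNU449-Axl- only. Of the 501 genes, 434 are listed in both of the authors' deposited tables, and 241 (55.5%) had a Benjamini-Hochberg adjusted p under 0.05 in a z test of the difference between the authors' estimates.

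**Figure D2:**
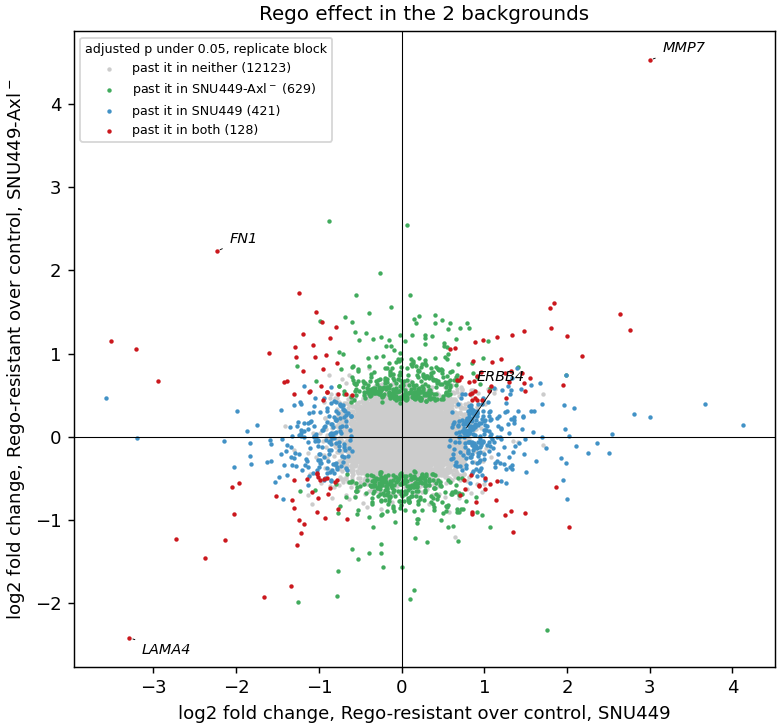
Log2 fold change of Rego-resistant over control cells in SNU449 (horizontal) and in SNU449-Axl- (vertical) for the 13301 genes in both tables; each point is 1 gene, colored by the background in which its adjusted p with the replicate block was under 0.05. Points colored for both backgrounds lie in all quadrants, 77 with the same sign and 51 with opposite signs.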

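ERBB4 (ENSG00000178568.15) lies on chromosome 2 of GRCh38 from 211375717 to 212538841 on the minus strand. Its level was 5.30 ± 0.0834 (SD, n = 3) in SNU449 control cells and 6.06 ± 0.0914 (SD, n = 3) in Rego-resistant SNU449 cells, a log2 fold change of 0.76 (standard error 0.0745, adjusted p = 0.00223 from limma with Benjamini-Hochberg adjustment). All 3 Rego-resistant libraries lay above all 3 control libraries. With the replicate number as a block, the adjusted p of the limma test was 0.0165, and with each library left out in turn the log2 fold change stayed between 0.72 and 0.81. In SNU449-Axl- cells, the level was 6.49 ± 0.0574 (SD, n = 3) in control and 6.56 ± 0.0641 (SD, n = 3) in Rego-resistant cells, a log2 fold change of 0.07 (standard error 0.0547, adjusted p = 0.365 from the same limma test), and the libraries of the groups overlapped. Levels from different tables are not on a common scale. Between the Rego-resistant cells of both backgrounds, the log2 fold change of SNU449-Axl- over SNU449 was -0.34 (standard error 0.0561, adjusted p = 0.00669 from limma), and its adjusted p was 0.0732 with the replicate block. After centring the libraries on the spike-in RNAs, a scaling chosen after seeing the data that moves all genes alike, this fold change was -0.00084 with an adjusted p of 0.993 from limma. The shift is applied in full, while fold changes of weakly expressed genes are smaller on this scale than in counts. The centred value therefore does not show that the difference is absent. ERBB4 is not listed in the authors' table that compares the control cells of both backgrounds.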

Interestingly, we observed that the upregulation of ErbB4 upon acquiring resistance to Rego depended on Axl expression (**Figures 2B, C**). In independent experiments, we verified these results and observed an 18.8-fold increase of ErbB4 transcript levels of SNU449-Rego cells compared to control (**Figure 2D**), while SNU449-Axl–Rego cells showed no differential expression. In this line, genes correlating with ErbB signaling were enriched in Rego-resistant SNU449 (**Figure 2E**). 

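The members of the ErbB signaling pathway were listed by hand, as 87 genes, because the gene-set file of the paper was not used here. In the SNU449 comparison, 69 of the 87 genes were tested, and all genes were ranked by the difference of the group means. The normalized enrichment score was 1.17 (gene permutation with 10000 random sets, p = 0.203), with 44 of the 69 genes ranked above 0 and a median log2 fold change of 0.06. Of the members, 16 were differentially expressed in limma with Benjamini-Hochberg adjustment over all genes, 11 up and 5 down, and 16 were also called when adjusted over the list alone. With the replicate block, 3 members were called, 1 up and 2 down, and 7 when adjusted over the list alone. Without ERBB4 in the list, the normalized enrichment score was 1.08 (gene permutation, p = 0.325). The rotation test fry, which does not compare the members with other genes, gave a p of 0.0484, and camera with a preset correlation of 0.01 gave 0.226. In SNU449-Axl- cells, 71 genes were tested and the normalized enrichment score was -1.09 (gene permutation, p = 0.289), while fry gave a p of 0.0192. There, 24 members were differentially expressed in limma over all genes, 12 in each direction, and 25 were called when adjusted over the list alone, against 6 with the replicate block, 2 up and 4 down, and 6 over the list alone. Of gene permutation, camera and fry, only fry gave a p under 0.05 in either background. Fry was run without the replicate block, so its p ignores the tie between libraries with the same number. Between the backgrounds, the difference of the enrichment scores was not tested.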

To further investigate whether elevated ErbB4 expression correlates with ErbB4 activation, we analyzed the phosphorylation of ErbB receptors and Axl by phospho-RTK analysis. Accordingly, we observed increased activation of all ErbB receptors in Rego-resistant, Axl-proficient SNU449 cells compared to control (**Figures 3A, C**, **S2**). Both ErbB4 and Axl displayed a more than 4-fold elevated phosphorylation in Rego-resistant cells. Interestingly, no changes in activation (EGFR, ErbB2) or even a reduced phosphorylation of ErbBs (ErbB3, 4) were observed in the Axl-deficient background (**Figures 3B, D**, **S2**). These results show that the upregulation of ErbB4 mRNA and the augmented activation of ErbBs depend on Axl expression in Rego-resistant HCC cells.

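The difference in the Rego effect on ERBB4 between the backgrounds was tested on all 12 libraries. On the scale of that table, ERBB4 had a level of 4.54 ± 0.0725 (SD, n = 3) in SNU449 control, 5.63 ± 0.202 (SD, n = 3) in Rego-resistant SNU449, 4.96 ± 0.18 (SD, n = 3) in SNU449-Axl- control and 5.06 ± 0.0657 (SD, n = 3) in Rego-resistant SNU449-Axl- cells. The log2 fold change upon Rego resistance was higher in SNU449 by 0.99 (standard error 0.201, adjusted p = 0.00487 from the interaction term in limma with Benjamini-Hochberg adjustment). With the replicate number as a block, the adjusted p of this limma term was 0.0265. With each library left out in turn, the difference stayed between 0.88 and 1.10. After centring on the spike-in RNAs, a scaling chosen after seeing the data, it was 0.84 with an adjusted p of 0.0773 from limma. The shift is applied in full on a scale that makes fold changes of weakly expressed genes smaller, so the centred value may be too low. From the rise of ErbB4 transcript in Rego-resistant SNU449, which was not seen in SNU449-Axl- cells, together with the activation of ErbB receptors on the phospho-RTK arrays, the paper concludes that both depend on Axl expression. The phospho-RTK arrays were not analysed here.

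**Figure D3:**
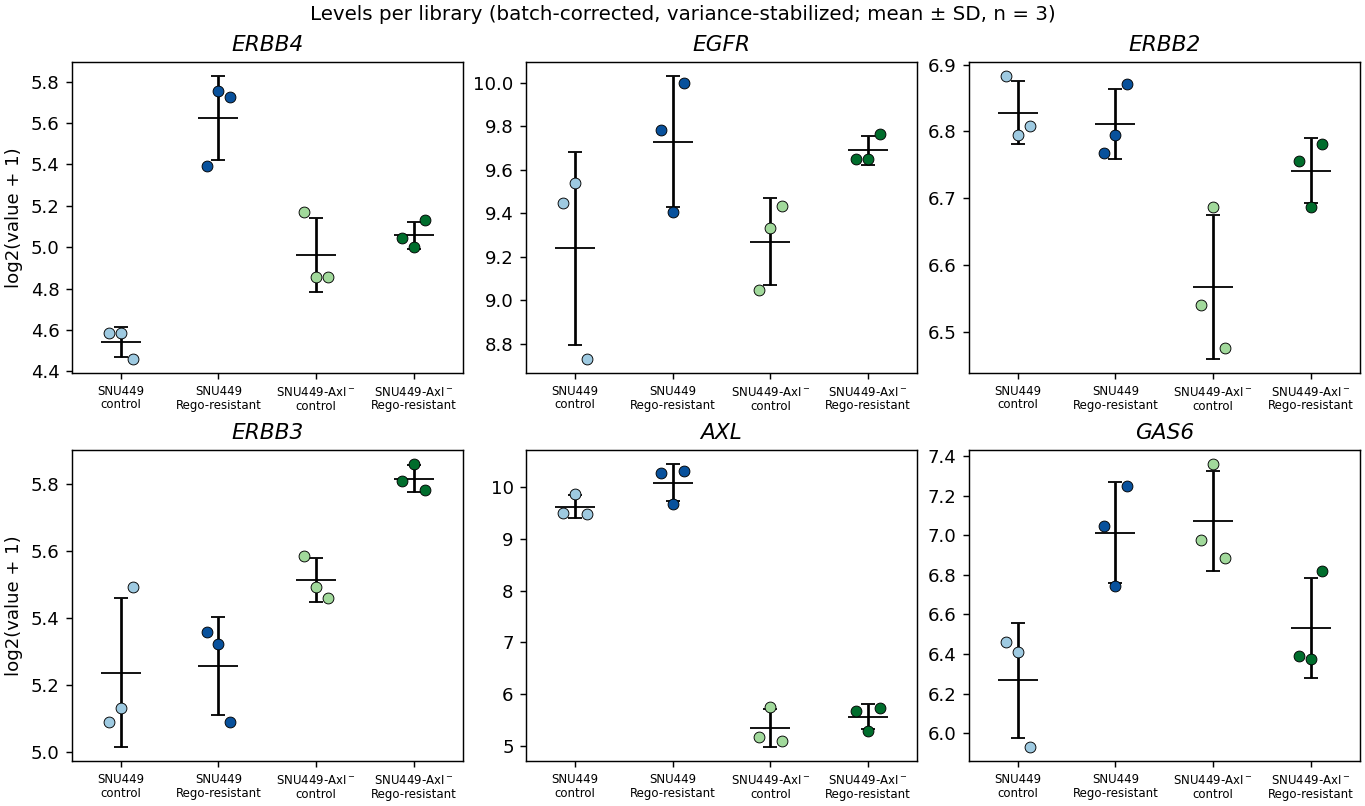
Level per library on the log2 scale for ERBB4, EGFR, ERBB2, ERBB3, AXL and GAS6 in the 4 groups; points are libraries, horizontal bars means and error bars SDs (n = 3), and each panel has its own vertical axis. For ERBB4, the mean is 5.63 in Rego-resistant SNU449 cells and between 4.54 and 5.06 in the other groups.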

**Figure 2:**
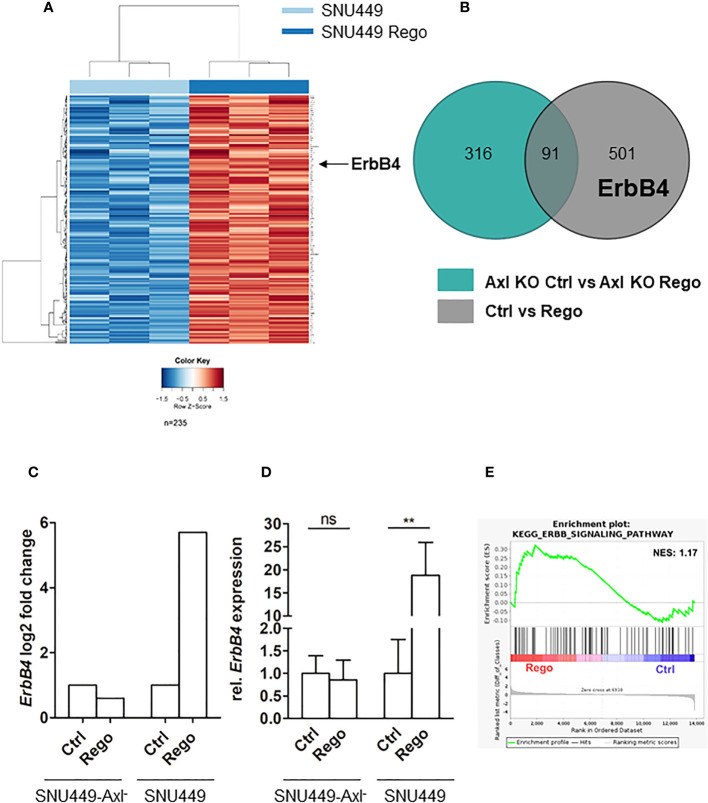
Axl expression associates with induction of ErbB4 levels in Rego-resistant HCC cells. **(A)** Heat map of differentially expressed transcripts in control (naïve; light blue bar) vs. Rego-resistant SNU449 cells (dark blue bar). Heat map colors range from blue to red for low to high relative expression (see color gradient at bottom). Arrow indicates the row showing ErbB4 expression in Rego-resistant HCC cells. **(B)** Axl-dependent genes associating with Rego resistance were identified by overlapping differentially expressed genes of control vs Rego-resistant cell comparisons in an Axl-deficient (green) or Axl-proficient (grey) background. **(C)** Log_2_FC of ErbB4 expression in Rego-resistant versus control cells based on RNA-Seq data. **(D)** Relative mRNA expression of *ErbB4* in control and Rego-resistant SNU449 and SNU449-Axl^-^ as determined by qPCR. Data are expressed as mean +/- SD. **(E)** GSEA shows enrichment of ErbB signaling in Rego-resistant SNU449 cells. ns: p > 0.05; **p ≤ 0.01. GSEA, Geneset enrichment analysis; Rego, Regorafenib; FC, fold change.

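In the authors' deposited table of the SNU449 comparison, ERBB4 had a mean normalized count of 10.0, a log2 fold change of 5.74 with a standard error of 1.38 and an adjusted p of 0.00098. In the authors' deposited table of the SNU449-Axl- comparison, its mean normalized count was 5.66, its log2 fold change was 0.60 with a standard error of 1.10, and no adjusted p is given. The difference between these estimates is 5.14 with a standard error of 1.77 (Benjamini-Hochberg adjusted p = 0.0455 over 13301 genes in a z test). Mean normalized counts per group were solved from the mean counts of the authors' deposited tables. They were 0 in SNU449 control, 20.2 in Rego-resistant SNU449, 4.24 in SNU449-Axl- control and 7.13 in Rego-resistant SNU449-Axl- cells for ERBB4. Over the 12878 genes in all 6 tables that compare a pair of groups, the solved mean over the 12 libraries had a median error of 0.277%. ERBB4 is listed in 5 of these tables, so this error does not cover its solved counts. A solved count of 0 is the lowest value that the fit allowed. With SNU449 control cells at a solved count of 0, the size of the fold change in the authors' deposited table depends on their model.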

**Figure 3:**
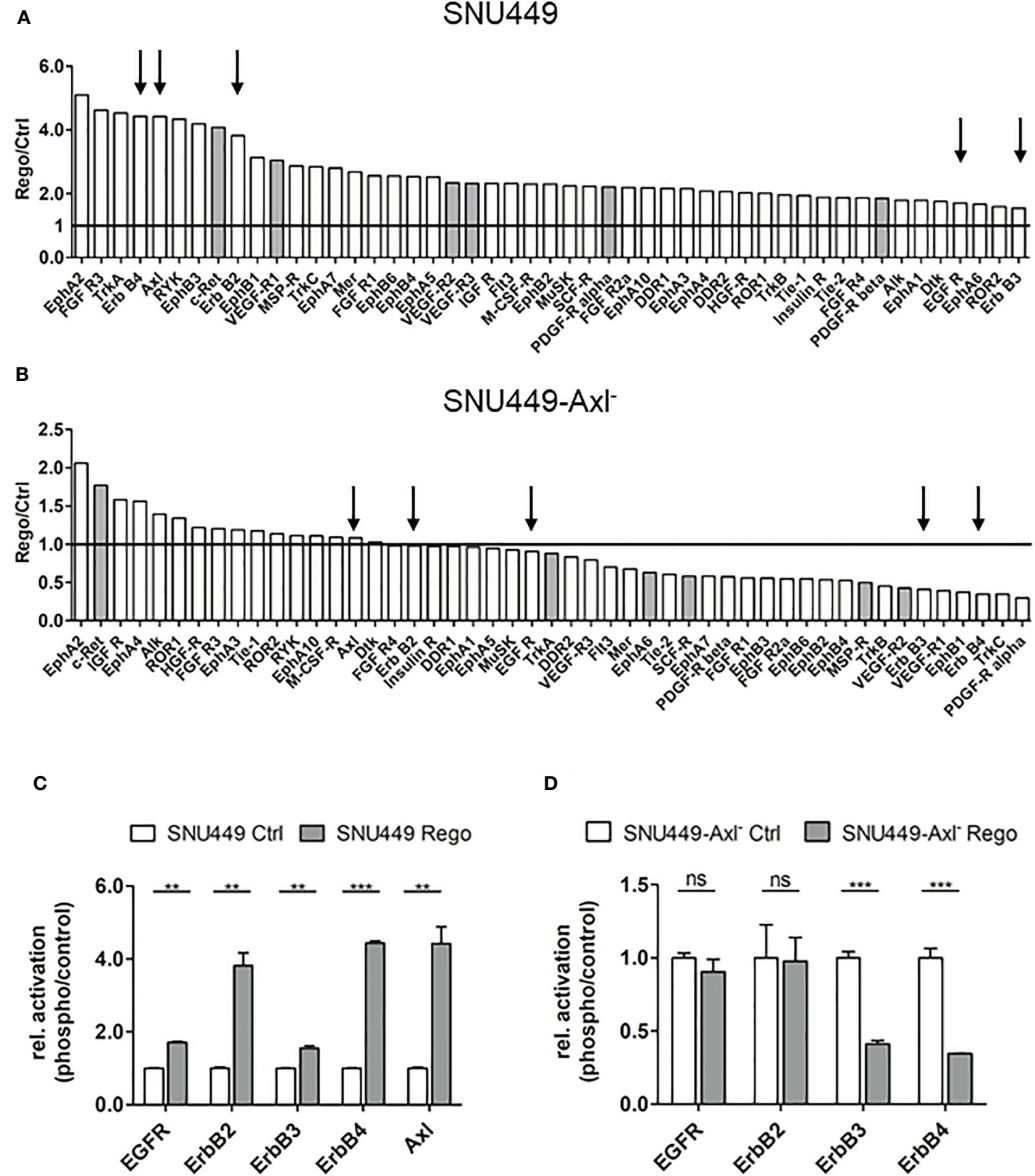
Axl-dependent activation of ErbB receptors in Rego-resistant HCC cells. **(A, B)** Quantification of phospho-RTK signals comparing control (ctrl, naïve) and Rego-resistant SNU449 cells in the Axl-proficient **(A)** and Axl-deficient background **(B)**. Signal intensities of phospho-RTKs were normalized to intensities of controls. Grey bars depict targets of Regorafenib. Arrows indicate Axl and members of the ErbB receptor family and black lines indicate unchanged phosphorylation levels **(A, B)**. **(C, D)** Relative abundance of selected phospho-RTKs in control (naïve) vs. Rego-resistant SNU449 cells in the Axl-positive **(C)** and Axl-negative background **(D)**. Data are expressed as mean +/- SD. ns: p > 0.05; **p ≤ 0.01; ***p ≤ 0.001. RTK, receptor tyrosine kinase; Rego, Regorafenib.

### 3.3 Pharmacological intervention with Afatinib re-sensitizes Rego-resistant HCC cells

Given the high activation levels of ErbB1-4 in Rego-resistant HCC cells, we wanted to address whether these cells rely on ErbB signaling. Afatinib is an irreversible, second-generation pan-ErbB inhibitor which is currently used in patients with local and metastatic non-small cell lung cancer (34). Thus, we tested whether the treatment with Afatinib or Erlotinib, a first-generation inhibitor of EGFR, could re-sensitize them to treatment with Rego. Resistant and naïve SNU449 or SNU449-Axl^-^ cells were treated with increasing doses of Afatinib or Erlotinib and clonogenic growth behavior as well as IC_50_ values were determined. Afatinib abrogated clonogenic growth behavior of Rego-resistant SNU449 cells in a dose-dependent manner but did not affect naïve SNU449 cells (**Figure 4A**). Notably, the reduced clonogenicity upon Afatinib was dependent on Axl as these differences were not observed in SNU449-Axl^-^ cells irrespectively of the resistance against Rego (**Figure 4B**). Importantly, we observed that Rego-resistant cells were significantly more sensitive to Afatinib than the naïve control indicating a dependency on ErbB receptors (**Figure 4C**). In contrast, Afatinib did not re-sensitize Rego-resistant SNU449-Axl^-^ cells (**Figure 4D**) confirming that elevated ErbB activation is associated with Axl expression in Rego-resistant HCC cells. Comparable results were obtained by analyzing Rego-resistant, Axl-proficient HLF and epithelial Huh7 cells, which express low levels of Axl (**Figures S3A–D**). Notably, inhibition of EGFR on its own by treatment of cells with Erlotinib did not increase the sensitivity of SNU449 or SNU449-Axl^-^ against Rego (**Figures S3E–H**). From these data we concluded that inhibition of ErbB2-4, but not EGFR, confers sensitivity to Rego in Axl-proficient HCC cells.

**Figure 4:**
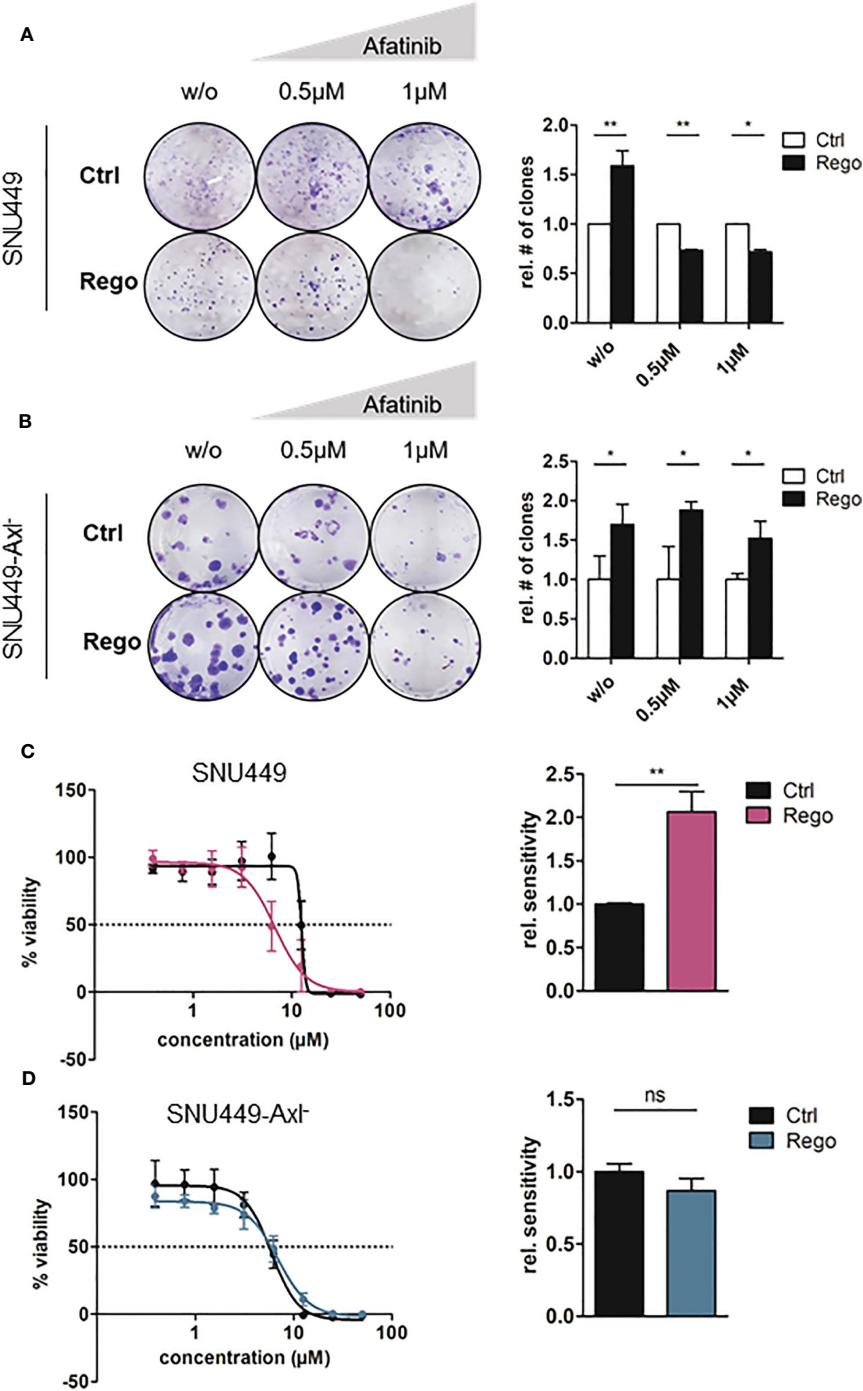
Resistance to Rego sensitizes Axl-expressing cells towards Afatinib. **(A, B)** Clonogenic growth behavior of control (naïve) and Rego-resistant SNU449 cells untreated (w/o) or treated with increasing concentrations of Afatinib in the Axl-proficient **(A)** and Axl-deficient background **(B)**. Bar charts depict the quantification of colonies relative to control (right panels). **(C, D)** Dose-response curves of control and Rego-resistant SNU449 cells against Afatinib in the Axl-positive **(C)** and Axl-negative background **(D)**. Bar charts show sensitivity (IC_50_) against Afatinib relative to controls **(C, D)**. **(A–D)** Sensitivities of controls were set to the value of 1. Data are expressed as mean +/- SD. ns: p > 0.05; *p ≤ 0.05; **p ≤ 0.01; Rego, Regorafenib.

### 3.4 Genetic intervention with ErbB2-4 re-sensitizes HCC cells to Rego

To investigate which ErbB receptor is crucially involved in conferring resistance to Rego, we performed knockdowns of each ErbB and treated refractory cells with increasing doses of the TKI. We assumed that abrogating the expression of ErbBs is essentially involved in mediating resistance and should cause re-sensitization to Rego. Downregulations of EGFR, ErbB2, ErbB3 and ErbB4 after siRNA applications were verified by qPCR (**Figure S4A**). Interestingly, we observed that knockdown of ErbB2, ErbB3 and ErbB4 rather than EGFR significantly restored the sensitivity to Rego compared to the non-target control in Rego-resistant SNU449 cells (**Figures 5A–D**). Yet, knockdowns of ErbBs in naïve SNU449 cells did not alter the response to Rego (**Figures S4B–F**). Notably, knockdown of Axl in Rego-resistant SNU449 cells induced a trend towards augmented sensitivity to Rego, yet to a weaker extent than the knockdown of ErbB2-4 (**Figure 5E**). Together, these data confirm that ErbB2-4 are involved in the resistance to Rego in HCC cells.

**Figure 5:**
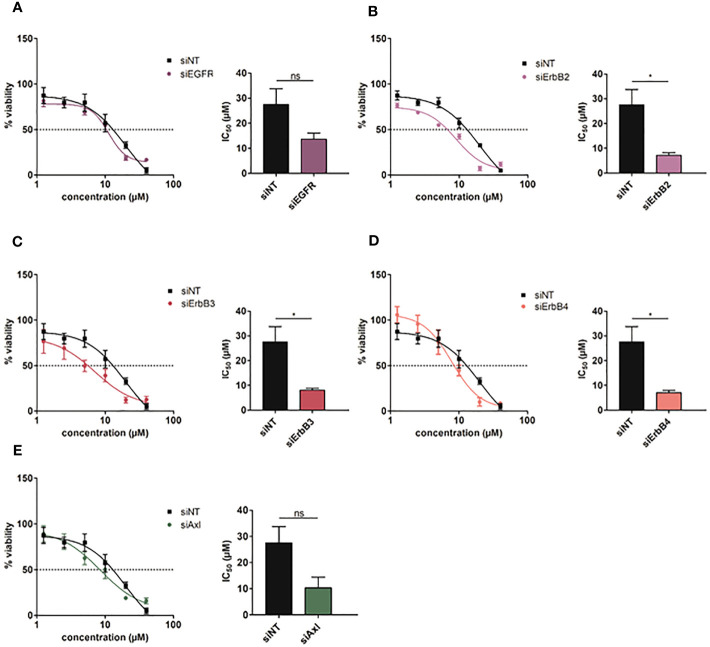
Intervention with ErbB2-4 expression re-sensitizes Rego-resistant HCC cells. **(A-E)** Dose-response curves of Rego-resistant SNU449 cells against Regorafenib upon siRNA-mediated knockdown of *EGFR* **(A)**, *ErbB2* **(B)**, *ErbB3* **(C)**, *ErbB4* **(D)** and *Axl* **(E)**. Bar charts show the respective IC_50_ values (µM). Data are expressed as mean +/- SD. ns: p > 0.05; *p ≤ 0.05. NT, Non-Target.

### 3.5 Resistance to Rego induces bFGF secretion

We further concentrated on the opportunity to identify biomarkers indicating responsiveness of HCC patients to treatment with Rego. By detecting growth factors using antibody arrays, we found that Rego-resistant SNU449 cells secreted 1.44-fold more bFGF compared to the naïve control (**Figures 6A**, **S5A**). Of note, resistance to Rego did not significantly induce the secretion of bFGF in Axl-deficient SNU449 cells (**Figure 6B**), suggesting that bFGF secretion is linked to Axl expression. By analyzing whether the secretion of bFGF was dependent on the resistance to Rego, we found a significant increase of bFGF in supernatants of Rego- rather than in Sora-resistant HCC cells by ELISA (**Figure 6C**, right panel; **Figure S5B**, right panel). Additionally, we confirmed that the secretion of bFGF is increased in Rego-resistant cells expressing Axl (**Figure 6C**, right panel) but fails to be upregulated in Axl-deficient cells (**Figure 6D**). To translate data from cellular models to HCC patients, we determined serum levels of bFGF in treatment naïve patients, in patients exclusively treated first-line with Sora and in patients treated first-line with Sora and second-line with Rego (**Table S1**). Remarkably, we observed increased levels of bFGF in sera of patients treated first-line with Sorafenib (**Figure S5B**, left panel) and in sera of patients treated second-line with Rego compared to treatment-naïve patients (**Figure 6C**, left panel). Together, these data suggest that bFGF levels are augmented in a Rego-resistant cell model correlating with Axl and in HCC patients treated with Rego in second-line.

**Figure 6:**
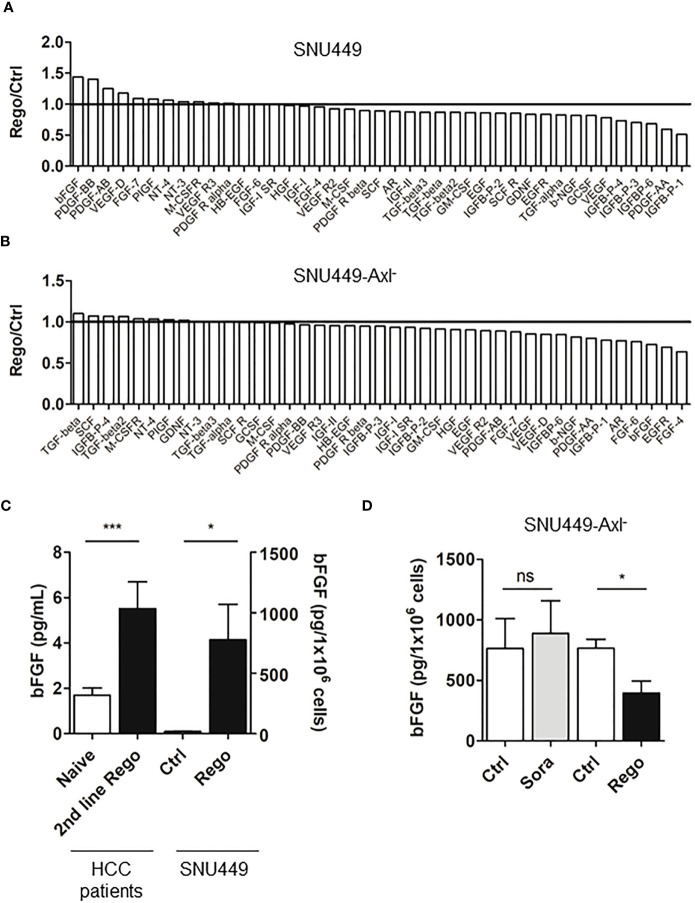
Resistance to Rego induces bFGF secretion. **(A, B)** Quantification of growth factor signals comparing control (ctrl, naïve) and Rego-resistant SNU449 cells in the Axl-proficient **(A)** and Axl-deficient background **(B)**. Bar charts depicts relative abundance of growth factors to their respective naïve control. Black lines indicate unchanged growth factor levels **(A, B)**. **(C)** Levels of bFGF in sera of naïve and 2^nd^ line Rego-treated HCC patients and supernatants of control (white) and Rego-resistant SNU449 cells as determined by ELISA. **(D)** bFGF levels in supernatants of control (white) and Sora- and Rego-resistant SNU449-Axl^-^ cells (grey, black) as determined by ELISA. Data are expressed as mean +/- SD. ns: p > 0.05; *p < 0.05. ***p ≤ 0.001. Rego, Regorafenib; Sora, Sorafenib.

## 4 Discussion

Refractoriness to TKIs is the major cause of systemic treatment failure in HCC patients. In the current study we show that changes in epithelial plasticity impact TKI response as EMT of HCC cells is associated with reduced drug sensitivity when compared to epithelial cells. Yet, all determined IC_50_ values were within the lower µM range, indicating response to the administered inhibitors and in line with previously published data (32). Abrogation of the response to TKIs was further accompanied by the upregulation of Gas6 and Axl levels, most prominently in Rego-resistant HCC cells. Elevated Axl abundance was closely linked to the augmented expression and activation of ErbB receptors. Addiction of Rego-resistant cells to ErbB receptors was validated by pharmacological intervention, revealing an increased susceptibility to the pan-ErbB inhibition by Afatinib. In accordance, genetic interference with ErbB2/ErbB4 re-sensitized resistant HCC cells to Rego. Moreover, HCC cells resistant to Rego secreted enhanced levels of bFGF, which were recapitulated in sera of first and second-line treated HCC patients.

EMT can be induced through multiple tumor cell-intrinsic and extrinsic factors and is crucially involved in various pathophysiological events including drug resistance (35). Human HCC cells have been reported to upregulate mesenchymal markers such as Snail1 and Vimentin upon the acquisition of resistance to Rego (36). Furthermore, EMT has been associated with reduced sensitivity of HCC cells to Sorafenib emphasizing the key role of cellular plasticity in TKI resistance (37–40). Disintegration of epithelial organization by the dissociation of E-cadherin/β-catenin complexes results in the nuclear translocation of β-catenin which promotes the resistance to Sora in HCC (41). In line, we found that HCC cells harboring an EMT phenotype tolerate higher concentrations of the TKIs Sora, Rego and Cabo as compared to epithelial HCC cells. Notably, Axl was recently described as one of the main regulators of EMT in HCC and other cancer entities modulating the response to kinase inhibitors (11, 17, 42). Accordingly, Gas6 secretion was strongly increased in Rego-resistant HCC cells together with elevated Axl transcript and protein expression. Unexpectedly, Gas6 levels were highly abundant in Rego-resistant cells lacking Axl. We hypothesize that these elevated levels in Axl-deficient cells stem from unbound Gas6 in cell supernatants. Interestingly, we observed that Axl and Gas6 are stronger expressed in Rego-resistant HCC cells as compared to Sora-resistant cells. While Axl levels did not alter in Sora-resistant cells, we observed increased phosphorylation of Axl (data not shown), suggesting that Axl signaling is involved in mediating resistance to Sorafenib as described previously (20).

Rego-resistant HCC cells exhibited upregulation of Axl together with augmented expression and activity of the ErbB receptor family, suggesting a molecular collaboration of these RTKs. Noteworthy, Tyro3 and MerTK were not upregulated in Axl-deficient HCC cells, suggesting that no compensatory mechanisms are provided by these members of the TAM receptor family. In breast cancer, the heterodimerization of ErbB2 and Axl induces EMT and therapy resistance by regulating Akt and Mek signaling (15). Another study has shown that ErbB2 and Axl heterodimerize and that downstream activation depends on trans-phosphorylation by ErbB2 but not Gas6 (43). Moreover, Axl confers resistance to EGFR-targeted therapy in lung cancer by interacting with ErbB3 and phosphorylation of Akt (23). In our study, the impact of Rego-resistant cells on ErbB receptors was validated by their increased sensitivity to Afatinib. Accordingly, genetic ablation of ErbB2-4 re-sensitized them to Regorafenib. In HCC, a CRISPR-Cas9-based screening revealed that EGFR is synthetic lethal with Lenvatinib, thus blocking of fibroblast growth factor receptor (FGFR), a target of Lenvatinib, leads to upregulation of EGFR (22). These findings have been supported by other groups showing increased EGFR expression activating the STAT3-ABCB1 pathway in Lenvatinib-resistant HCC cells (44). Noteworthy, ErbB2 and ErbB3 were activated in HCC cells upon acquiring resistance to pan-FGFR inhibition (45). These findings allow to speculate that the activation of ErbB2 and ErbB3 in Rego-resistant HCC cells is due to the inhibition of FGFR, which is a target of Rego. Yet, based on our RNA-Seq and qPCR data, we found that ErbB4 displayed the highest expression linked to Axl in Rego-resistant cells which is a novel finding in HCC. 

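Of the ErbB receptors, EGFR had the highest level, 9.11 ± 0.361 (SD, n = 3) in SNU449 control and 9.61 ± 0.361 (SD, n = 3) in Rego-resistant SNU449 cells. The log2 fold change of EGFR was 0.50 in SNU449 (standard error 0.242, adjusted p = 0.19 from limma) and 0.35 in SNU449-Axl- cells (adjusted p = 0.0163 from limma, 0.235 with the replicate block). ERBB2 changed by -0.01 (standard error 0.0593, adjusted p = 0.91 from limma) in SNU449 and by 0.11 (adjusted p = 0.197) in SNU449-Axl- cells. ERBB3 changed by 0.02 (standard error 0.0992, adjusted p = 0.917 from limma) in SNU449 and by 0.20 (adjusted p = 0.0181 from limma, 0.359 with the replicate block) in SNU449-Axl- cells. The interaction term had an adjusted p of 0.915 for EGFR, 0.559 for ERBB2 and 0.413 for ERBB3 in limma, and ERBB4 was the ErbB receptor with an adjusted p under 0.05 in this fit; after centring on the spike-in RNAs none of the 4 receptors had one. The changes of ERBB2 and ERBB3 in SNU449 were smaller than the spread of the estimates: without replicate 1 of either group both changed sign, ERBB3 did so without replicate 2 as well, and ERBB2 with centring on the spike-in RNAs. Among the 1603 genes with higher levels in Rego-resistant SNU449 cells in limma with Benjamini-Hochberg adjustment, ERBB4 ranked 307 by log2 fold change on the scale of the library values. Among the 925 genes whose Rego effect was higher in SNU449 than in SNU449-Axl- cells by the interaction term, it ranked 490 by the size of that difference. In the authors' deposited table, ERBB4 ranked 44 by log2 fold change among all genes with an adjusted p under 0.05 and 32 among those called in SNU449 only.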

Unfortunately, we could not detect Axl/ErbB4 co-expression via immunofluorescence analysis as various antibodies did not allow to reliably determine ErbB4 expression. Further studies will focus on the synergy of Axl and ErbB receptors in HCC and will analyze potential physical interactions including downstream signaling events.

Another challenge in HCC therapy is the absence of predictive biomarkers which allow to select the best treatment at advanced stage of disease and to surveil the response to therapy (2). The modulation of AFP upon TKI therapy is the most frequently used predictive biomarker in HCC patients, together with PD-L1 expression, tumor lymphocyte infiltration and immune class signatures (46). We detected elevated bFGF levels in sera of patients treated with frontline Sora and second line Rego as well as in supernatants of Axl-proficient HCC cells resistant to Rego. Interestingly, the secretion of bFGF depends on Axl expression (**Figures 6A, B**) rather than on the synergism of Axl and ErbBs as treatment of Rego-resistant HCC cells with Afatinib did not affect the release of bFGF into supernatants (data not shown). FGFR1 transcript levels are elevated in HCC patients at advanced stages and bFGF is able to induce PD-1 expression on T cells, therefore limiting their functionality (47). Furthermore, FGFR1 signaling is elevated in Sora-resistant HCCs, highlighting our findings that increased bFGF levels are not restricted to HCC patients treated with Rego (48). bFGF is described to be upregulated upon anti-angiogenic treatment by VEGF inhibition, which could explain the increased levels upon treatment with Sora and Rego as these TKIs target VEGFR2-3 and VEGFR1-3, respectively (49). These findings implicate that patients could benefit from synergistic targeting of VEGFR and FGFR-signaling to overcome resistance. Together, these findings support our hypothesis that inhibition of FGFR and VEGFR by treatment with Rego induces bFGF secretion which represents a predictive biomarker in Rego-resistant HCC cells but not in Sora-resistant ones. Noteworthy, Axl is a downstream target of hypoxia-inducible transcription factor-1 (HIF-1) and HIF-2 in hypoxic cancer cells (50). Treatment with Bevacizumab causes bFGF and HIF-2 expression indicating a potential link between Axl and bFGF (51).

Combinatorial treatment of Atezolizumab and Bevacizumab is the novel first line therapy regimen for patients with advanced HCC (4). However, HCC patients with comorbidities that require treatment with immunosuppressants rely on treatment with TKIs. Therefore, it is still relevant to understand the resistance mechanisms underlying TKI treatment in order to ensure proper care of these patients. We found that the FDA-approved pan-ErbB inhibitor re-sensitized Rego-resistant HCC cells. Unfortunately, we cannot conclude whether Axl mediates the upregulation of ErbB receptors or whether Axl and ErbBs physically interact to induce resistance. Hence, further studies are required to investigate signaling pathways inducing resistance to Rego in HCC.

Due to the increased risk of severe complications and lack of therapeutic advantage, advanced HCC patients are not subjected to tissue biopsy. Thus, our study lacks the confirmation of ErbB expression in Rego-treated HCC patients. Moreover, treatment of Rego-resistant tumors with Afatinib after xenotransplantation would provide further evidence whether inhibition of ErbB receptors reduces tumor growth. However, the cell lines used in this study failed to engraft in immunocompromised mice. In addition, a larger number of HCC serum samples is required to strengthen our data and to investigate whether bFGF could serve as a predictive marker for Sora- and Rego-resistance. As an increasing number of patients receive immunotherapy rather than TKIs, the number of Sora-treated (n=11) and Rego-treated (n=9) HCC patients is limited.

In summary, we observed that the ErbB receptor family, especially ErbB4, is co-upregulated with Gas6/Axl in Rego-resistant HCC cells indicating an Axl/ErbB receptor-mediated therapy escape (**Figure 7**). Accordingly, the HCC models are highly sensitive towards ErbB receptor blockade by Afatinib and genetic intervention with the ErbB2-4 re-sensitized cells to Rego. Additionally, we found that bFGF is elevated in sera of Sora- and Rego-treated patients. 

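In Rego-resistant SNU449 cells, AXL had a level of 9.97 ± 0.295 (SD, n = 3) against 9.50 ± 0.295 (SD, n = 3) in control cells, a log2 fold change of 0.48 (standard error 0.202, adjusted p = 0.144 from limma with Benjamini-Hochberg adjustment). The libraries of the groups overlapped. In the authors' deposited table, the 40 genes nearest to AXL with a mean normalized count above 30 had a median log2 fold change of 0.62 in the same comparison. The paper measured the rise of Axl transcript by qPCR, which was not analysed here. GAS6 (ENSG00000183087.15), which encodes the ligand of Axl, rose from 6.54 ± 0.196 to 7.12 ± 0.2 (SD, n = 3), a log2 fold change of 0.58 (standard error 0.139, adjusted p = 0.031 from limma). All Rego-resistant libraries had a higher level of GAS6 than all control libraries, while its adjusted p was 0.118 with the replicate block. Leaving out replicate 1 or replicate 3 of either group also moved it above 0.05, to at most 0.0733 without SNU449 control replicate 3. In SNU449-Axl- cells, GAS6 changed by -0.35 (standard error 0.105, adjusted p = 0.0516 from limma). The difference of the GAS6 response between the backgrounds was 1.29 on the log2 scale (standard error 0.276, adjusted p = 0.00678 from the interaction term in limma, 0.0198 with the replicate block).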

We conclude that the synergy between Gas6/Axl and the ErbBs, especially ErbB4, could serve as a potential target for patients who progressed on targeted therapy with Rego and that bFGF could support the surveillance of treatment response.

**Figure 7:**
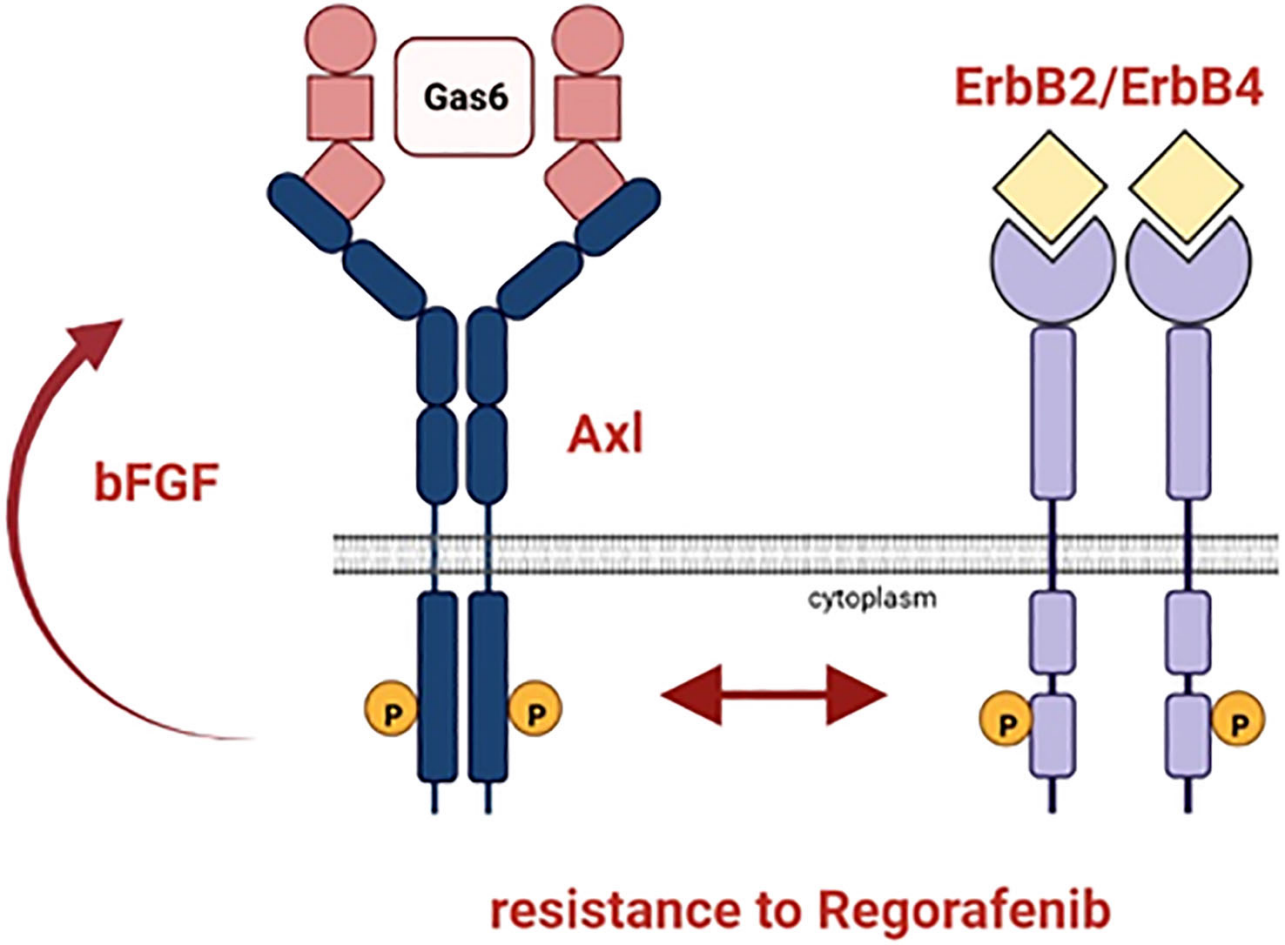
Schematic representation of the resistance mechanism of HCC cells to Rego. Axl and ErbB2-4 are co-upregulated in HCC cells resistant to Rego. bFGF levels increase upon acquiring resistance to Rego.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE234647.

## Ethics statement

The studies involving humans were approved by Ethics committee of the Medical University of Vienna. The studies were conducted in accordance with the local legislation and institutional requirements. The human samples used in this study were acquired from gifted from another research group. Written informed consent for participation was not required from the participants or the participants’ legal guardians/next of kin in accordance with the national legislation and institutional requirements.

## Author contributions

WM performed study concept. KB, VH and FP performed experimental analysis, interpretation of data, parts of the bioinformatic analysis and statistical analysis. DC performed RNA-seq analysis including differential expression and gene-set enrichment analysis. ER, HH and GW contributed to experiments; LB and MP provided resources and clinical expertise. KB, VH and FP wrote the manuscript. WM performed review and revision of the manuscript. WM and GO provided funding acquisition. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Synergism of the receptor tyrosine kinase Axl with ErbB receptors mediates resistance to regorafenib in hepatocellular carcinoma
**Source:** Front Oncol. 2023 Sep 8;13:1238883. doi: 10.3389/fonc.2023.1238883
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1.** Baseline patient characteristics. * some patients have >1 underlying etiologies.

| *Patient characteristics* | | **Study cohort,**  **n= 20** |
| --- | --- | --- |
| Sex, n (%) | | |
|  | Male | 18 (90%) |
|  | Female | 2 (10%) |
| Aetiology *, n (%) | | |
|  | Viral | 8 (40%) |
|  | NAFLD | 5 (25%) |
|  | ARLD | 11 (55%) |
|  | Other | 1 (5%) |
| BMI, kg*m^-2^, mean ± SD | | 26.76 ± 3.41 |
| Prior surgery/ablative therapy, n (%) | | 14 (70%) |
| Cirrhosis, n (%) | | 16 (80%) |
| CTP score, points, mean ± SD | | 6.95 ± 1.56 |
|  | A, n (%) | 7 (35%) |
|  | B, n (%) | 11 (55%) |
|  | C, n (%) | 2 (10%) |
| Vascular invasion, n (%) | | 5 (25%) |
| Extrahepatic spread, n (%) | | 8 (40%) |
| ECOG PS, n (%) | | |
|  | 0 | 15 (75%) |
|  | 1 | 5 (25%) |
|  | 2 | 0 (0%) |
| BCLC stages, n (%) | | |
|  | A | 0 (0%) |
|  | B | 2 (10%) |
|  | C | 18 (90%) |
|  | D | 0 (0%) |
| Type of TKI | | |
|  | Sorafenib | 11 Patients |
|  | Regorafenib | 9 Patients |
| Laboratory parameters, median (IQR) | | |
|  | CRP, mg/dL | 1.005 (1.9825) |
|  | AFP, ng/mL | 36.05 (2141.15) |

*Abbreviations: AFP alpha fetoprotein; ARLD alcohol-related liver disease; BCLC Barcelona Clinic Liver Cancer; BMI body mass index; CRP C-reactive protein; CTP Child-Turcotte-Pugh score; ECOG PS Eastern Cooperative Oncology Group Performance Status; Ig immunoglobulin; IQR interquartile range; NAFLD non-alcoholic fatty liver disease; SD standard deviation*

# Supplementary material for: Synergism of the receptor tyrosine kinase Axl with ErbB receptors mediates resistance to regorafenib in hepatocellular carcinoma
**Source:** Front Oncol. 2023 Sep 8;13:1238883. doi: 10.3389/fonc.2023.1238883
**Supplement:** Supplementary file 2

## Slide 1
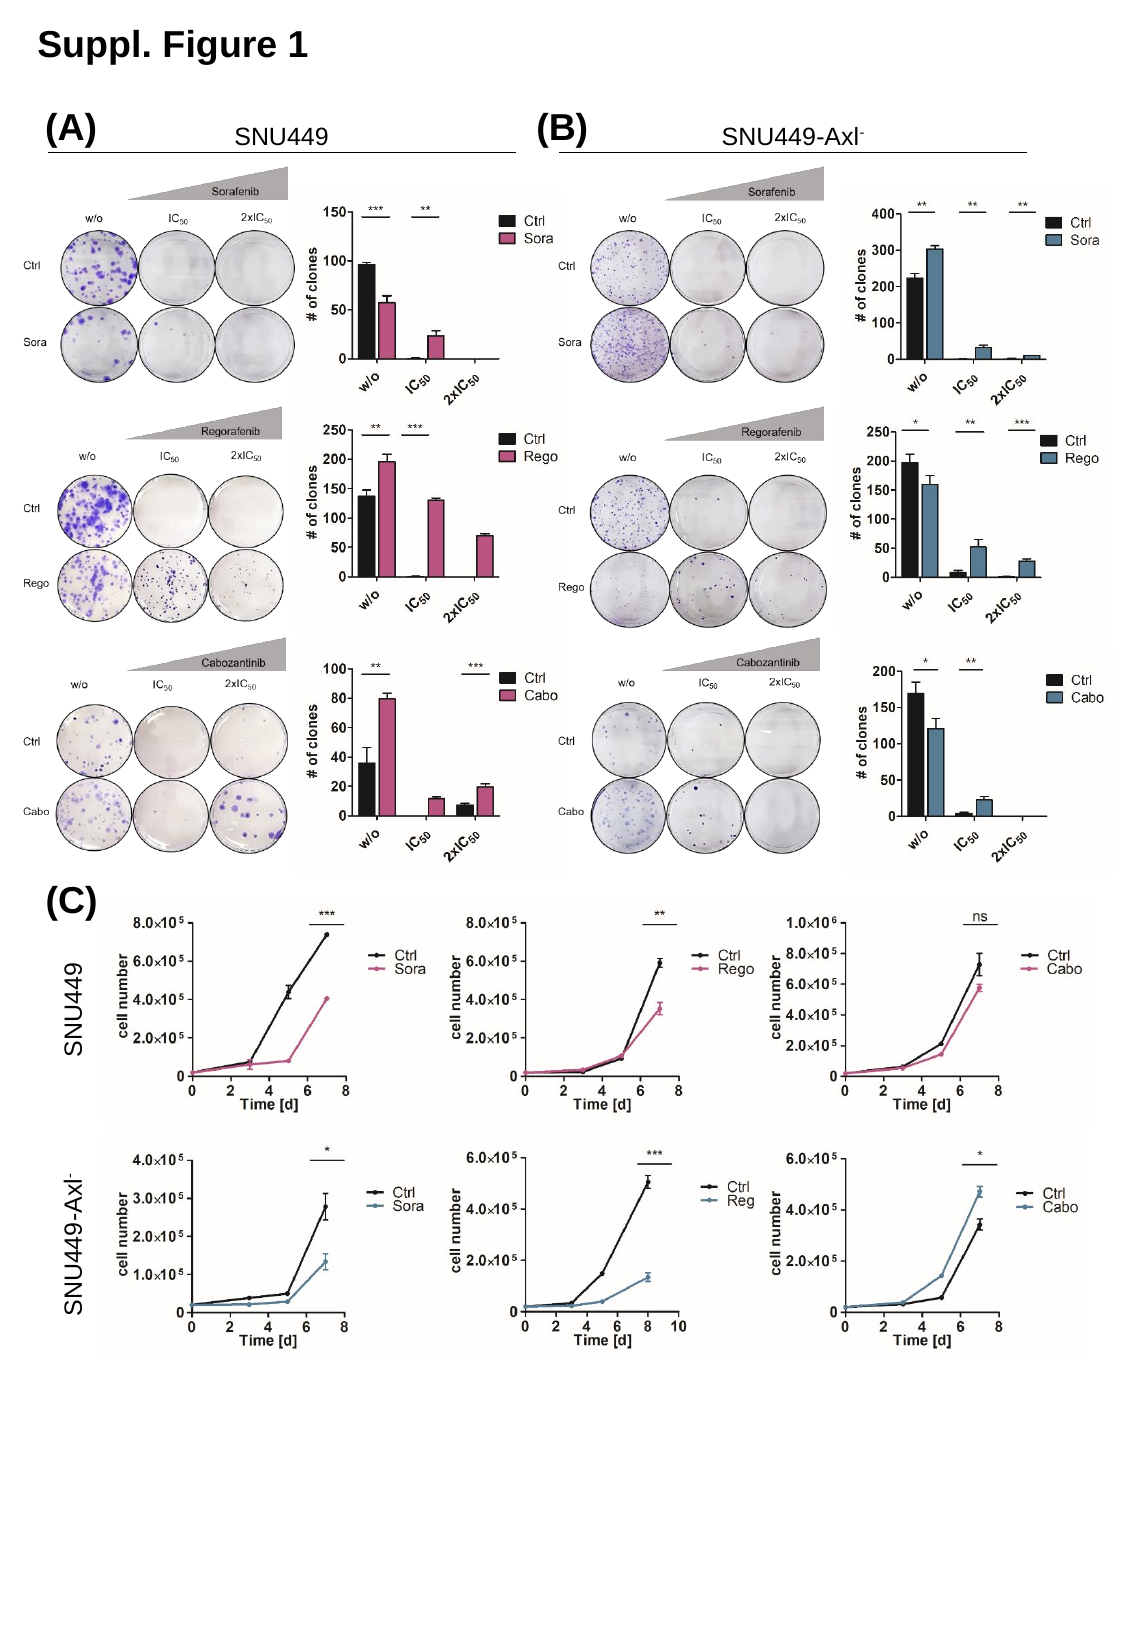

Suppl. Figure 1
(A)
(B)
SNU449
SNU449-Axl-
(C)
SNU449
SNU449-Axl-

## Slide 2
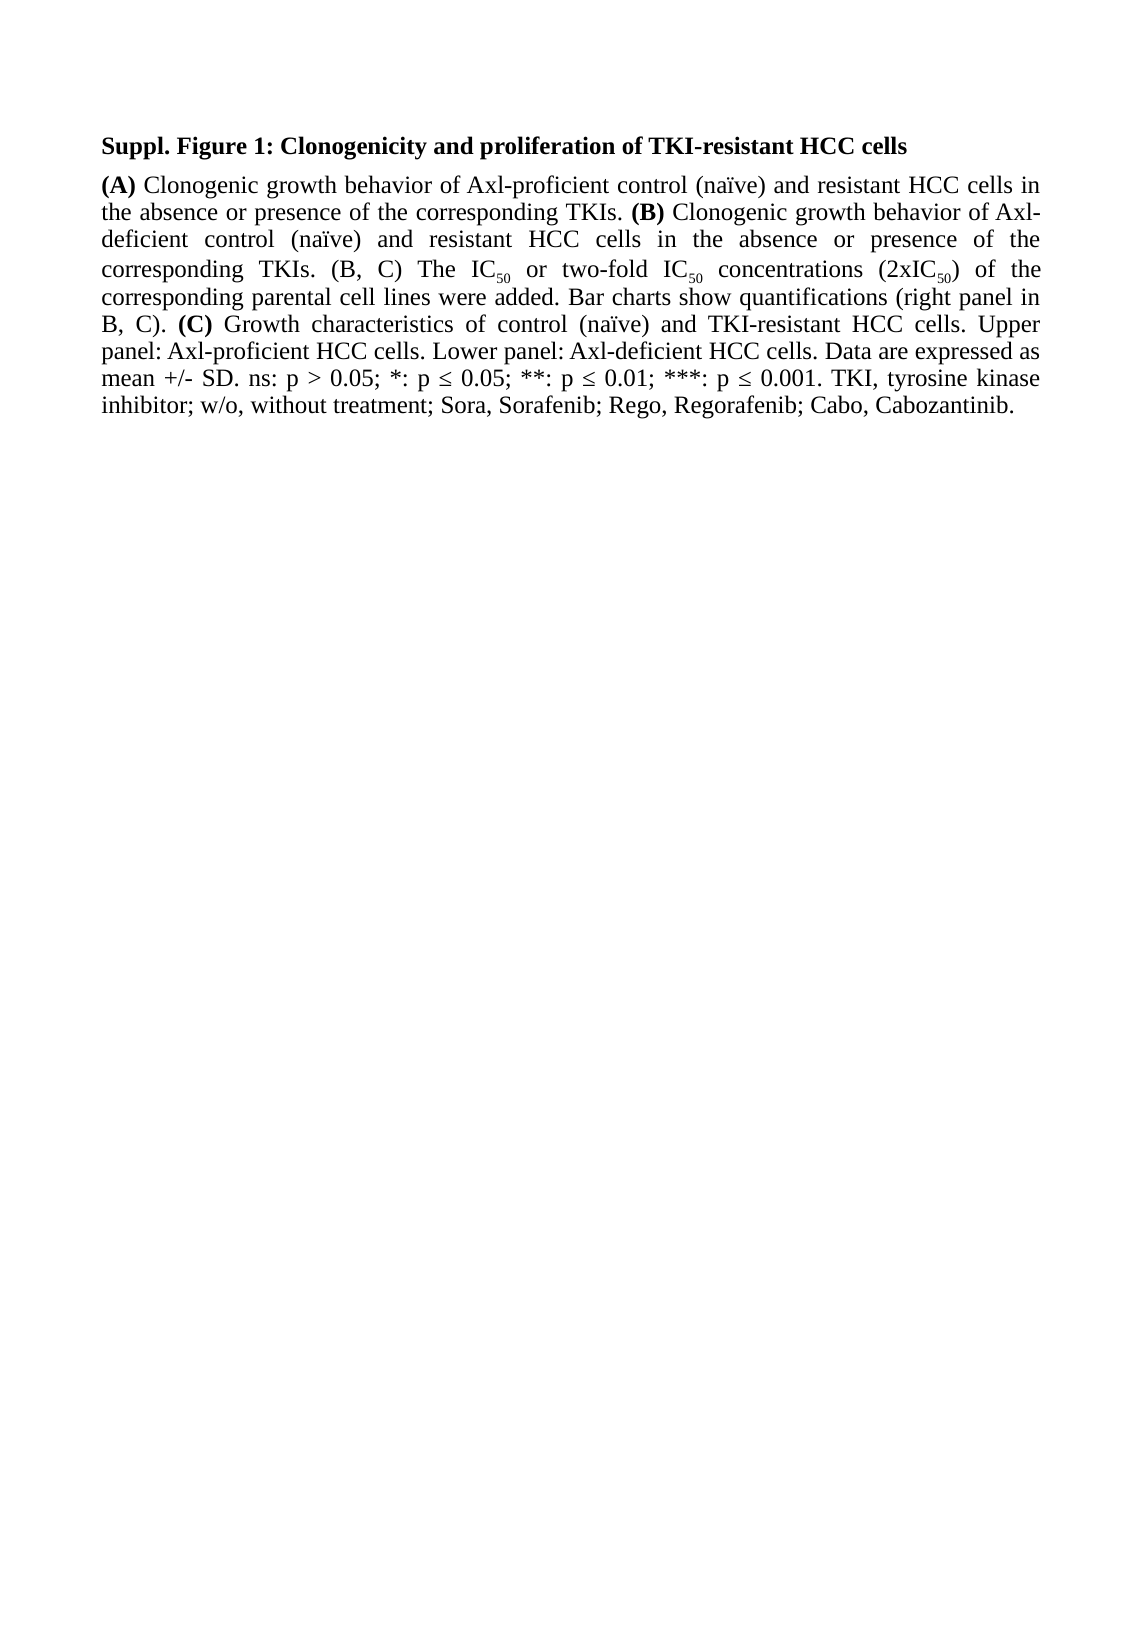

Suppl. Figure 1: Clonogenicity and proliferation of TKI-resistant HCC cells
(A) Clonogenic growth behavior of Axl-proficient control (naïve) and resistant HCC cells in the absence or presence of the corresponding TKIs. (B) Clonogenic growth behavior of Axl-deficient control (naïve) and resistant HCC cells in the absence or presence of the corresponding TKIs. (B, C) The IC50 or two-fold IC50 concentrations (2xIC50) of the corresponding parental cell lines were added. Bar charts show quantifications (right panel in B, C). (C) Growth characteristics of control (naïve) and TKI-resistant HCC cells. Upper panel: Axl-proficient HCC cells. Lower panel: Axl-deficient HCC cells. Data are expressed as mean +/- SD. ns: p > 0.05; *: p ≤ 0.05; **: p ≤ 0.01; ***: p ≤ 0.001. TKI, tyrosine kinase inhibitor; w/o, without treatment; Sora, Sorafenib; Rego, Regorafenib; Cabo, Cabozantinib.

## Slide 3
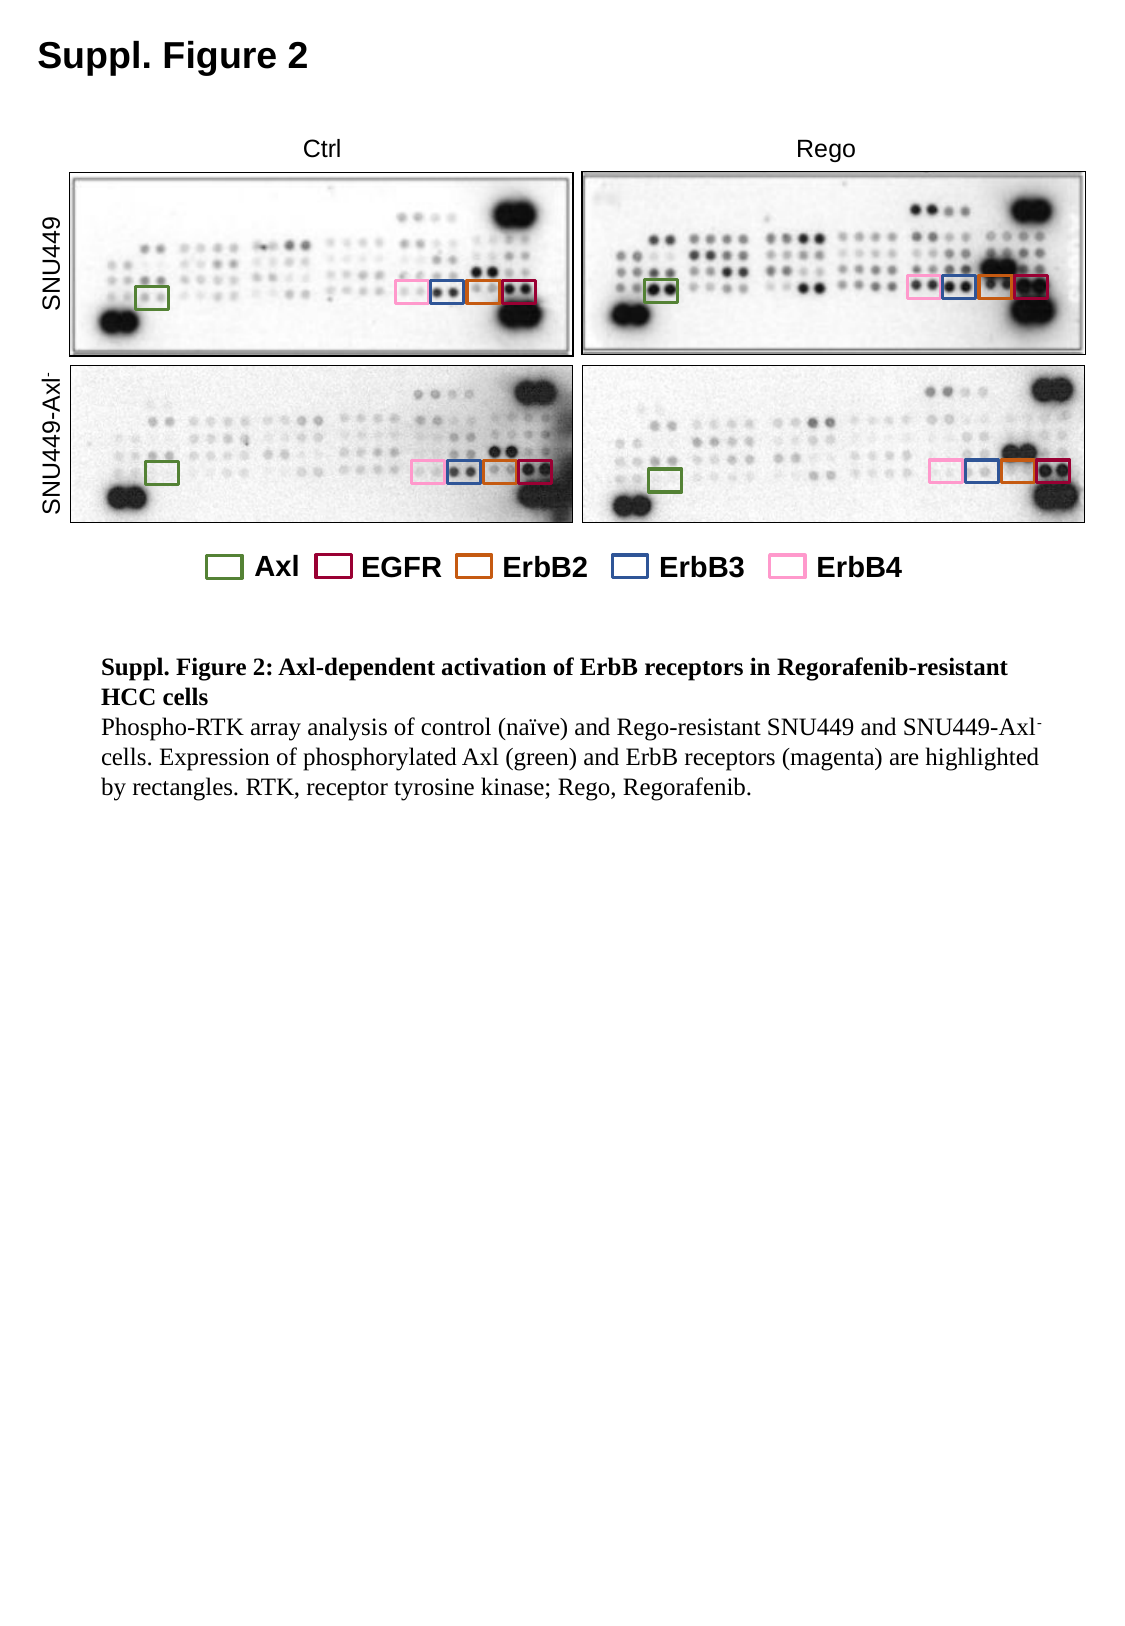

Suppl. Figure 2
Ctrl
Rego
SNU449
SNU449-Axl-
Axl
EGFR
ErbB2
ErbB3
ErbB4
Suppl. Figure 2: Axl-dependent activation of ErbB receptors in Regorafenib-resistant HCC cells
Phospho-RTK array analysis of control (naïve) and Rego-resistant SNU449 and SNU449-Axl- cells. Expression of phosphorylated Axl (green) and ErbB receptors (magenta) are highlighted by rectangles. RTK, receptor tyrosine kinase; Rego, Regorafenib.

## Slide 4
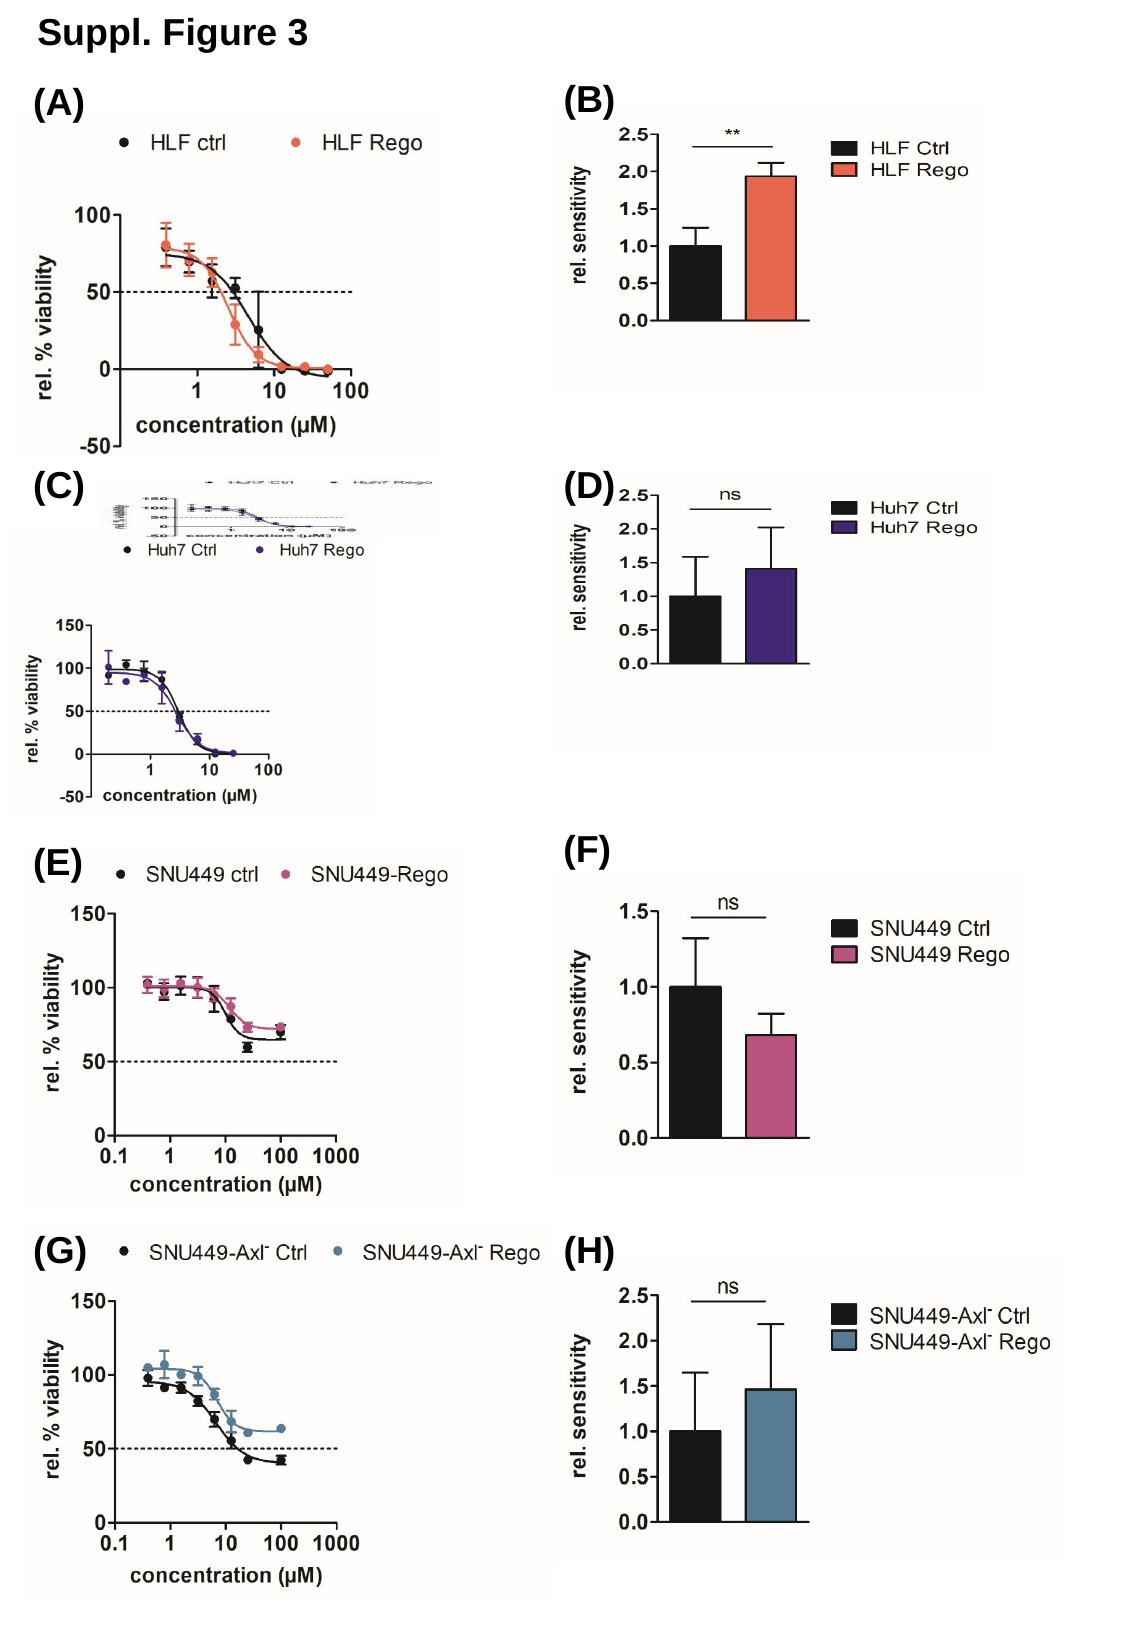

Suppl. Figure 3
(B)
(A)
(C)
(D)
(F)
(E)
(G)
(H)

## Slide 5
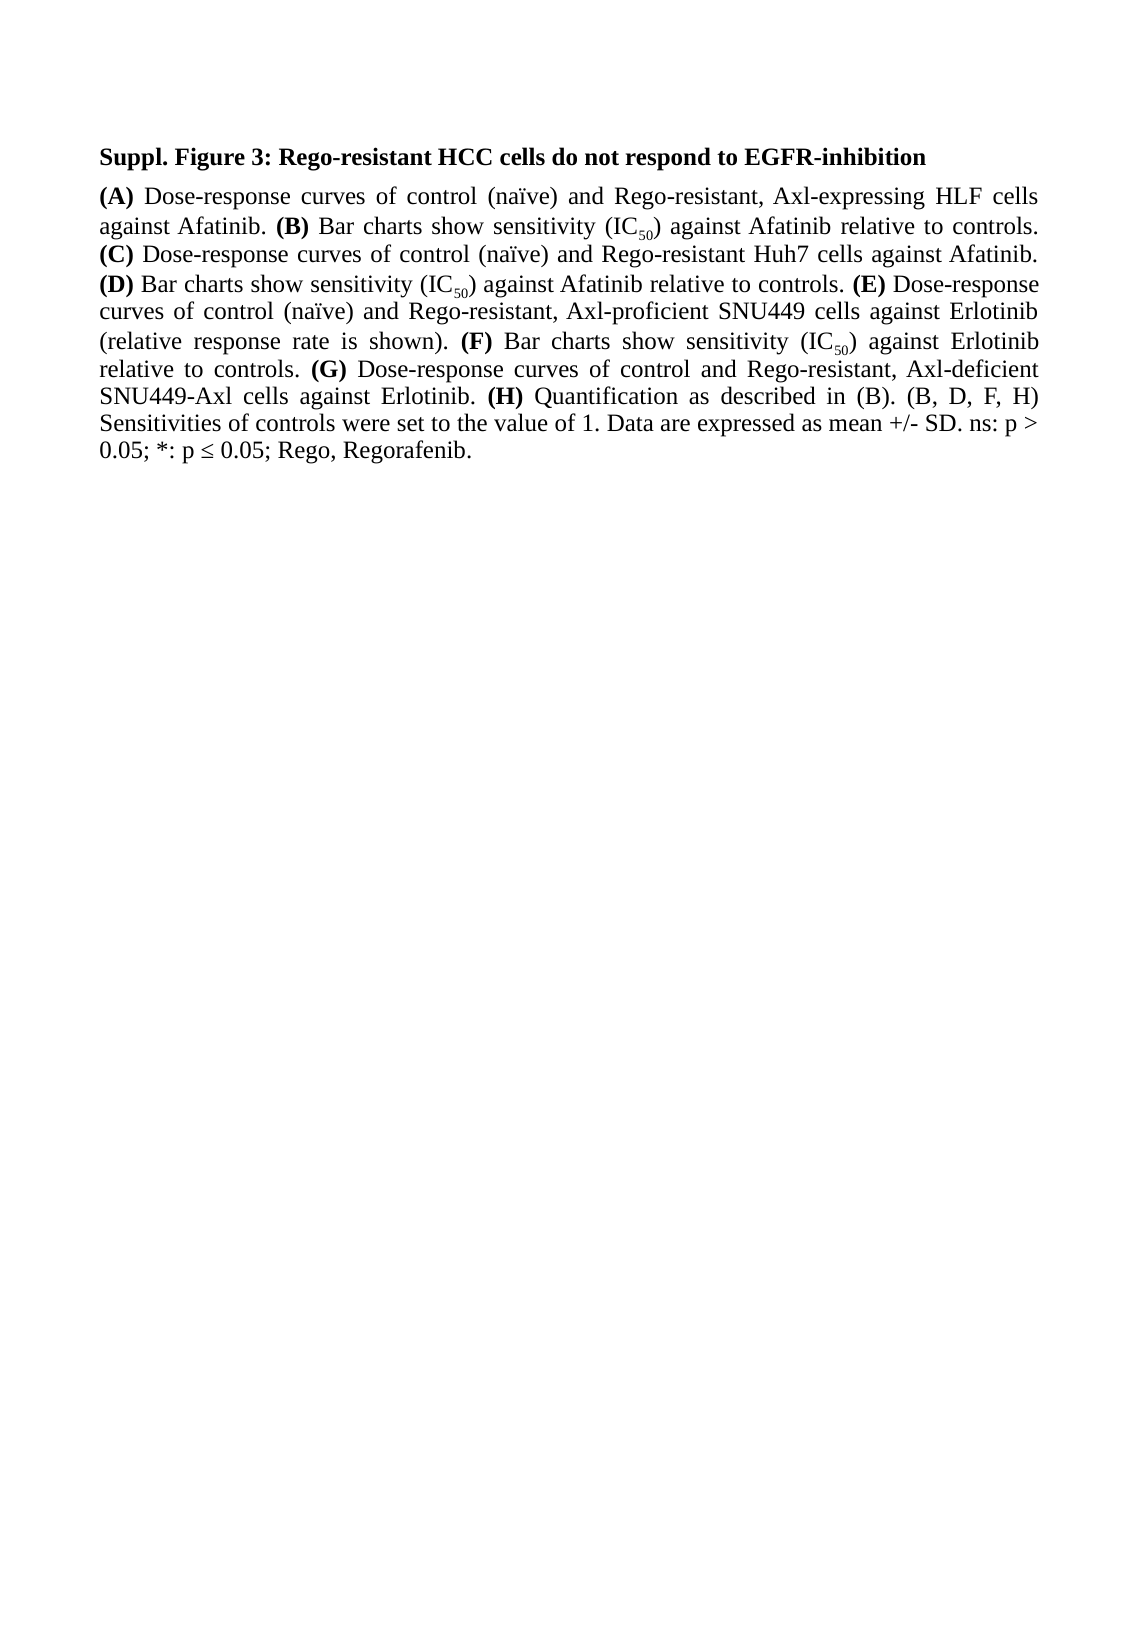

Suppl. Figure 3: Rego-resistant HCC cells do not respond to EGFR-inhibition
(A) Dose-response curves of control (naïve) and Rego-resistant, Axl-expressing HLF cells against Afatinib. (B) Bar charts show sensitivity (IC50) against Afatinib relative to controls. (C) Dose-response curves of control (naïve) and Rego-resistant Huh7 cells against Afatinib. (D) Bar charts show sensitivity (IC50) against Afatinib relative to controls. (E) Dose-response curves of control (naïve) and Rego-resistant, Axl-proficient SNU449 cells against Erlotinib (relative response rate is shown). (F) Bar charts show sensitivity (IC50) against Erlotinib relative to controls. (G) Dose-response curves of control and Rego-resistant, Axl-deficient SNU449-Axl cells against Erlotinib. (H) Quantification as described in (B). (B, D, F, H) Sensitivities of controls were set to the value of 1. Data are expressed as mean +/- SD. ns: p > 0.05; *: p ≤ 0.05; Rego, Regorafenib.

## Slide 6
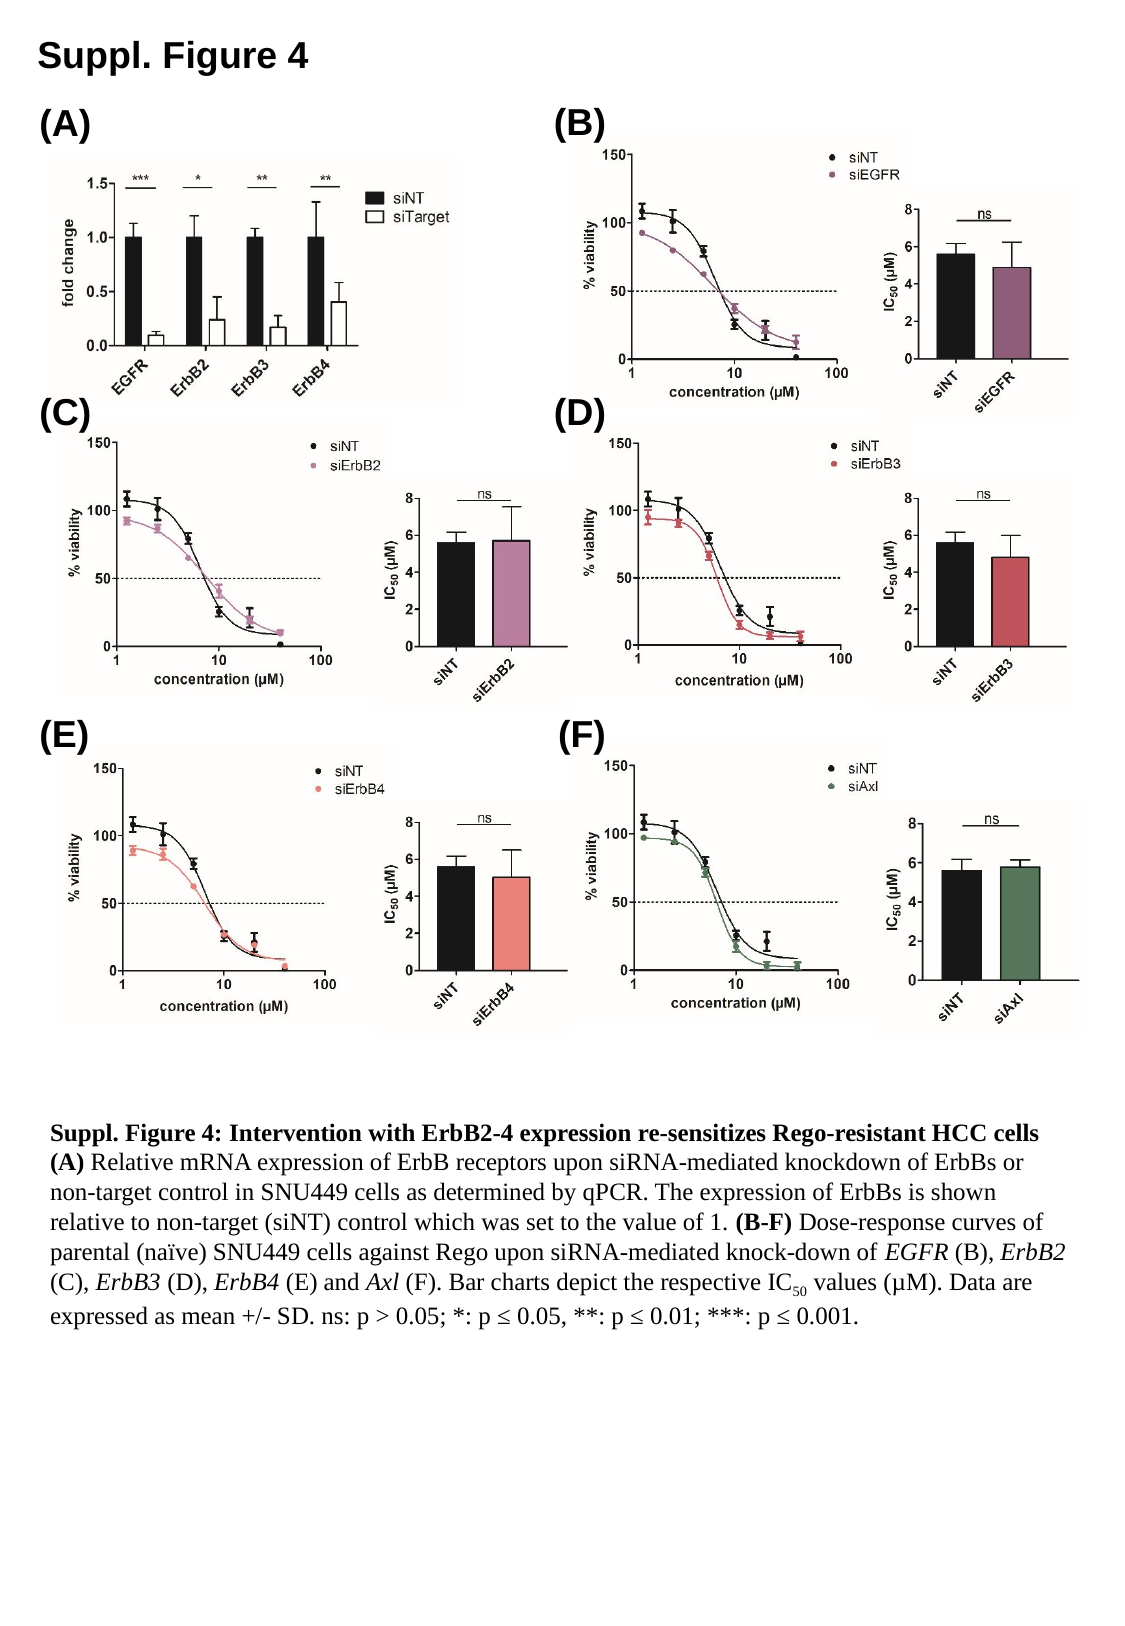

Suppl. Figure 4
(B)
(A)
(C)
(D)
(E)
(F)
Suppl. Figure 4: Intervention with ErbB2-4 expression re-sensitizes Rego-resistant HCC cells
(A) Relative mRNA expression of ErbB receptors upon siRNA-mediated knockdown of ErbBs or non-target control in SNU449 cells as determined by qPCR. The expression of ErbBs is shown relative to non-target (siNT) control which was set to the value of 1. (B-F) Dose-response curves of parental (naïve) SNU449 cells against Rego upon siRNA-mediated knock-down of EGFR (B), ErbB2 (C), ErbB3 (D), ErbB4 (E) and Axl (F). Bar charts depict the respective IC50 values (µM). Data are expressed as mean +/- SD. ns: p > 0.05; *: p ≤ 0.05, **: p ≤ 0.01; ***: p ≤ 0.001.

## Slide 7
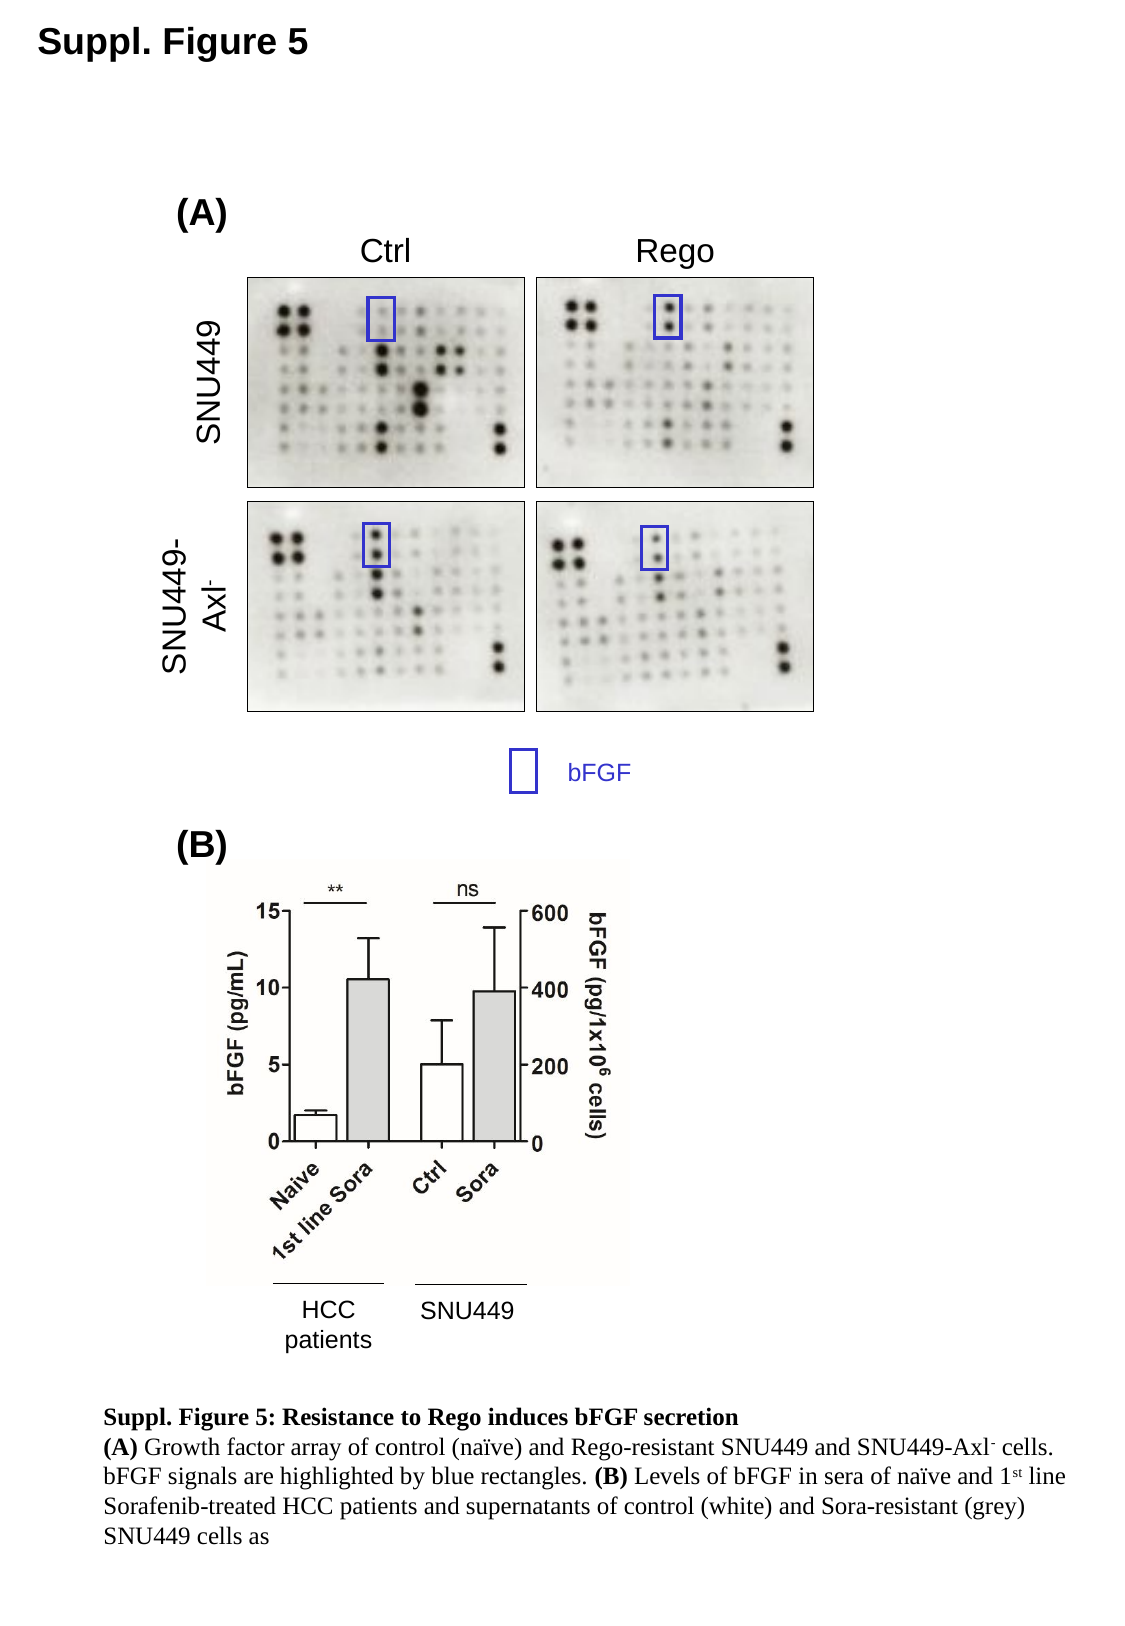

Suppl. Figure 5
(A)
Ctrl
Rego
SNU449
SNU449-Axl-
bFGF
(B)
HCC patients
SNU449
Suppl. Figure 5: Resistance to Rego induces bFGF secretion
(A) Growth factor array of control (naïve) and Rego-resistant SNU449 and SNU449-Axl- cells. bFGF signals are highlighted by blue rectangles. (B) Levels of bFGF in sera of naïve and 1st line Sorafenib-treated HCC patients and supernatants of control (white) and Sora-resistant (grey) SNU449 cells as

How the deposited data were processed for this re-analysis (not part of the article)

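RNA from SNU449 and SNU449-Axl- cells, each as control and as Rego-resistant cells, was sequenced by the authors in 12 QuantSeq libraries, 3 for each of the 4 groups. The libraries of a group are described as technical triplicates of 1 cell population, so that differences between groups cannot be separated from differences between the populations. The authors trimmed the reads, aligned them to GRCh38 with GENCODE release 40 and spike-in sequences, counted them per gene, removed weakly expressed genes and compared groups with DESeq2 with the preparation date in the design.

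Of their results, 8 tables were analysed here, 6 for the pairs of groups and 2 over all 12 libraries. Each table gives 1 value per library and the columns that the authors obtained from DESeq2. The signal of a gene in these tables is its mean normalized count, which the authors had made by dividing the read counts by size factors and averaging over the libraries of the table. The log2 fold changes and their standard errors were fitted by the authors with DESeq2 to the read counts. The p-value of a gene comes from the Wald test that the authors had run in DESeq2, and its adjusted p-value from the method of Benjamini and Hochberg. The library values are whole numbers of at least 12. They were read as scores that the authors had made as 2 raised to the variance-stabilized level after removal of the preparation effect, rounded, and not as counts. In each table, the mean over the libraries with the same replicate number was nearly the same for all numbers, as the removal of an effect that follows the replicate number leaves it. The preparation date of a library is not named in the tables. Read counts per library were not analysed here, and the depth per library is unknown. The mean normalized counts of a table summed to between 4.16e+06 and 4.92e+06, and no interval that needs the depth of a library is given.

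Before the data were examined, the comparisons, tests, thresholds, gene lists and alternatives were set. The 4 comparisons between groups that differ in Rego resistance or in Axl, and the difference of the Rego effect between the backgrounds as an interaction term, were fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(value + 1). Genes with a mean value of at least 5 were tested, which removed no gene, and spike-in RNAs were left out. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The interaction was fitted on the table over all libraries that compares the backgrounds. To be named in the text, the rule chose the genes that the paper names and, for each comparison, the 5 genes with the largest rise and the 5 with the largest fall among the genes called whose libraries do not overlap between the groups. Of the genes with the largest changes, those of the Rego comparison in SNU449 are given by name, and most of the others only enter the counts of alternatives. The tables pair every gene identifier with its name, and coordinates were taken from GENCODE release 44 on GRCh38 through these identifiers. The overlap between backgrounds was tested with Fisher's exact test over the genes in both tables, and the directions with an exact binomial test.

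For gene sets, a running-sum enrichment score with weight 1 was computed over all tested genes ranked by the difference of group means and compared with 10000 random gene sets. The list of 87 members of the ErbB signaling pathway was written by hand from general knowledge, since the gene-set file was not used here, and differs from the curated set to an unknown extent. A second list of 49 receptor tyrosine kinases on the phospho-RTK array was counted only. Of these, 24 were tested in SNU449 and 8 called, 4 up and 4 down, with 8 called when adjusted over the list alone and 5 with the replicate block. In SNU449-Axl- cells 25 were tested and 8 called, 5 up and 3 down, with 9 called when adjusted over the list alone and 4 with the replicate block.

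The fits were tested on simulated data with 13836 genes, of which 200 were changed by 1 on the log2 scale. Without a preparation effect, the fit without a replicate block recovered 186 of the changed genes with 16 false calls. When a preparation effect was added and then removed in the way of the deposited values, it recovered 188 with 323 false calls, and 19.7% of the unchanged genes had an unadjusted p under 0.05. The fit with the replicate number as a block recovered 190 with 12 false calls in the same simulation, and 5.05% of the unchanged genes had an unadjusted p under 0.05. The counts of genes called in each comparison and list without the block are therefore given together with those from the fit with it. A simulated gene set of 80 members shifted by 0.5 SD had a normalized enrichment score of 1.83 (gene permutation, p = 0.00186), and a set that was not shifted had 0.989 (gene permutation, p = 0.486).

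The alternatives were an upper-quartile rescaling of the libraries, no filter, a value of at least 10 in every library, an adjusted p under 0.01, a minimum absolute log2 fold change of 1, the replicate block, a pseudocount of 0.1, all 12 libraries in one fit and leaving out each library in turn. For gene sets, they were a ranking by the moderated statistic, the list without ERBB4, no filter, camera, camera with the replicate block, fry and leaving out each library in turn. After the data were seen, a minimum absolute log2 fold change of 1.5, a minimum mean normalized count of 10, centring on the spike-in RNAs (those with a mean normalized count of at least 30), the other table over all libraries and a z test of the authors' estimates were added. DESeq2 and edgeR were not run, because they need read counts.

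Group means of normalized counts were solved by non-negative least squares from the mean normalized counts of the 6 pairwise tables, each taken as the average of its groups. ERBB4 is listed in 5 of these tables. Regions were searched as the windows of 40 neighbouring genes with the largest median log2 fold change in the authors' tables, among genes with a mean normalized count above 30. GC content was taken from the last 500 bases of each gene and its trend over 20 bins. Computations outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9. Measurements by qPCR, ELISA, Western blotting, phospho-RTK arrays and cell assays, and the data of patients, were not analysed here.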

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

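Of the tests in this part, those on chromosome regions around FGF2, FGFR4, GAS6, SNAI1 and STAT3 and those on ERBB4 for noise and in the Axl-deficient control cells were chosen only after the results had been seen; the counts of regroupings were planned before the data were examined. The paper reports Rego effects in both backgrounds but no test of their difference, and no comparison of Axl-deficient with Axl-proficient cells across all genes.

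The Rego effect differed between SNU449 and SNU449-Axl- cells in 1826 of 15601 genes by the interaction term (limma, Benjamini-Hochberg adjusted p under 0.05), 925 with a higher and 901 with a lower log2 fold change in SNU449. Of 100 random regroupings of the 12 libraries, the real grouping included, 1 gave as many genes, which was the real one, and the next largest gave 549. Since a regrouping mixes libraries of the 4 populations, all their differences enter its residual. The comparison therefore cannot tell an interaction from other differences between the populations. The replicate block held false calls near their nominal rate in simulated data of a pairwise comparison, but the interaction fit was not simulated. With the replicate number as a block, 916 genes were called, all of them among the 1826. The size of the count thus depends on the block. Since each group is 1 cell population, an effect of Axl on the response to Rego and changes that each population acquired on its own cannot be told apart for these genes; the design holds no second population per group that would decide it. After the noise was taken out, the interaction held 30.8% of the between-group variance, the Axl contrast 31.0% and the Rego contrast 38.2%. The 4 separately grown populations with their own changes could give such shares, but so could an effect of Axl on the response to Rego. No spread was computed for the shares, so they do not decide between these readings.

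ERBB4 had a difference in the Rego effect of 0.99 (log2, limma interaction adjusted p = 0.00487, and 0.0265 with the replicate block). Noise at low counts was tested as a cause of its rise in SNU449 by 0.76 on the 1423 genes within 1.5 times its mean normalized count. From the differences between same-numbered libraries, each taken from the mean difference of its gene and scaled to the error of a mean over 3 libraries, 4269 noise values were obtained. Of these, 0 were as large as the rise, and the largest was 0.63. Noise between libraries at this level is thus argued against. The test set before the data were examined was the share of genes at this level with as large a fold change. It could not tell noise from real change and was replaced after its result was seen. A shift of the whole chromosome region does not account for the rise either, as the 40 nearest genes had a median log2 fold change of -0.23. Open remains whether the Axl-deficient control cells held more ERBB4 transcript before resistance. From the authors' estimates, their level was above that of SNU449 control cells by 3.34 (log2, standard error 1.61), which is 2.07 standard errors when computed by way of the Rego-resistant SNU449 cells and 1.59 by way of the Rego-resistant SNU449-Axl- cells. On the library values over all 12 libraries, SNU449-Axl- control libraries had levels from 4.86 to 5.17 and SNU449 control libraries from 4.46 to 4.58. These ranges do not overlap and go with a higher starting level. A higher starting level in the Axl-deficient cells and a missing rise still cannot be told apart on so few counts. The solved mean normalized counts were 0, 20.2, 4.24 and 7.13 in SNU449 control, Rego-resistant SNU449, SNU449-Axl- control and Rego-resistant SNU449-Axl- cells. Centring on the spike-in RNAs, chosen after seeing the data, gave 0.84 with an adjusted p of 0.0773 from the limma interaction term. The size changed by the shift of all genes under this centring. That shift is applied in full, although fold changes of weakly expressed genes are smaller on this scale than in counts. Over the other scalings and filters that kept ERBB4, the adjusted p of this term was at most 0.0265. A minimum mean normalized count of 10, also chosen after seeing the data, gave no value for ERBB4 in this fit. It gave none for the Rego effect in SNU449 either, where the mean normalized count of ERBB4 was 9.997.

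FGF2, which encodes bFGF, had a difference in the Rego effect of -0.59 (log2, limma interaction adjusted p = 0.0348). In the pairwise fits, its log2 fold change was -0.25 in SNU449 (limma adjusted p = 0.0584, 0.544 with the replicate block). In SNU449-Axl^- cells it was 0.27 (limma adjusted p = 0.0185, 0.353 with the block). The paper reports more secreted bFGF protein in Rego-resistant SNU449 cells, which is a measure unlike transcript. With the replicate block the adjusted p of the interaction term was 0.161, and in 11 of the 12 fits that each left out one library it was above 0.05. A candidate explanation is a shift of the chromosome region: over the 40 genes nearest to FGF2 on chromosome 4, the difference between backgrounds in the authors' estimates had a median of -0.70, with 35 of 40 genes below 0, and that of FGF2 itself was -0.60.

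FGFR4 had a difference in the Rego effect of -1.44 (limma interaction adjusted p = 0.00105, and 0.00527 with the replicate block), with a log2 fold change of -0.32 in SNU449 and 0.67 in SNU449-Axl- cells in the pairwise fits. GAS6 had a difference of 1.29 (adjusted p = 0.00678, and 0.0198 with the block) and SNAI1 of 1.08 (adjusted p = 0.0148, and 0.0406 with the block), and STAT3 had one of 0.84 (adjusted p = 0.0244), which was 0.0795 with the block and so not called. The genes nearest to them argue against a shift of the region. Their median difference was -0.03 around FGFR4, 0.0724 around GAS6, -0.26 around SNAI1 and 0.17 around STAT3, against -2.03, 1.87, 3.78 and 0.88 for the genes themselves in the authors' estimates. Centring on the spike-in RNAs gave -1.58, 1.15, 0.95 and 0.70, in the same order, with STAT3 at an adjusted p of 0.133 and the others under 0.05. A biological difference between the backgrounds and a change of a single population stay open for each of these genes.

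Between SNU449-Axl- and SNU449 control cells, 3750 of 14035 genes were called, 1981 up and 1769 down, and 603 with the replicate block. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many, the real one. Of the 4 splits that part every pair of libraries with the same number, the real one included, this was again the only one, and the other splits gave 0 genes. Between the Rego-resistant cells of both backgrounds, 4024 of 14165 genes were called, 2090 up and 1934 down, and 1160 with the block; here too 1 of 10 splits gave as many, and the next largest gave 0. With 10 splits the share cannot fall below 0.1. A swap of labels between Axl-deficient and Axl-proficient cells is argued against by the fall of AXL in both comparisons, by 3.78 and by 3.49 on the log2 scale; a swap of control and Rego-resistant labels within a background was not tested. Of the 13352 genes tested in both comparisons, 157 were called in both with the block against 46.3 expected by chance, but only 87 of them (55.4%) in the same direction. An effect of Axl that is the same in control and Rego-resistant cells would give one direction, so most of the difference may belong to the single populations; of the between-group variance, 30.8% lay in the interaction. Spike-in RNAs were lower in the Axl-deficient libraries, and centring on them gave 5374 genes in control cells, 5008 of them up, and 10239 in Rego-resistant cells, 9988 of them up. The direction of the changes between backgrounds thus depends on the scaling.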

How the results depend on the processing

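Of the alternatives, a minimum absolute log2 fold change of 1.5, a minimum mean normalized count of 10, centring on the spike-in RNAs, the other table over all libraries and the tests of the authors' estimates were chosen after seeing the data. Leaving out the filter, a minimum of 10 in every library and a pseudocount of 0.1 changed the counts of genes by at most 1. These filters removed no gene, so they say nothing about stability.

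The counts are given in the order SNU449 Rego effect, SNU449-Axl- Rego effect, Axl difference in control cells, Axl difference in Rego-resistant cells, interaction, and Rego genes called in both backgrounds. They were 2947, 3566, 3750, 4024, 1826 and 876. The replicate block gave 603, 818, 603, 1160, 916 and 128. In simulated data of a pairwise comparison, the fit without the block gave more false calls, 323 against 12; how much of each drop this explains was not tested. An adjusted p under 0.01 gave 981, 1189, 1347, 1683, 755 and 145, a minimum absolute log2 fold change of 1 gave 281, 108, 271, 125, 926 and 32, and one of 1.5 gave 74, 23, 73, 37, 295 and 6, since each is a stricter threshold. All 12 libraries in one fit gave 1552 genes for the SNU449-Axl- Rego effect, 2182 for the Axl difference in control cells, 1503 for that in Rego-resistant cells and 431 called in both backgrounds; the cause was not tested. It gave 2175 for the SNU449 Rego effect, within 1.5 times the count.

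Each count of a pairwise comparison fell when any 1 library was left out, which also leaves fewer libraries; the cause was not tested further. Across the 6 fits each, it was from 1509 to 1816 for the SNU449 Rego effect, from 1884 to 2300 for the SNU449-Axl- Rego effect, from 2006 to 2566 for the Axl difference in control cells and from 2594 to 2931 for that in Rego-resistant cells. The interaction gave from 1216 to 1687 genes across 12 fits, the lowest without SNU449-Axl- control replicate 2, and the overlap from 494 to 613.

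Centring on the spike-in RNAs moved the median log2 fold change of all genes by 0.04, 0.13, 0.28 and 0.34 in the 4 pairwise comparisons and by -0.14 in the interaction. It gave 2834 genes (1797 up, 1037 down), 3015 (2594 up, 421 down), 5374 (5008 up, 366 down), 10239 (9988 up, 251 down) and 1225 (366 up, 859 down). The splits into up and down therefore depend on the scaling. A z test of the authors' estimates gave 1107 genes with different Rego effects (616 higher and 491 lower in SNU449), and the authors' adjusted p under 0.05 with an absolute log2 fold change of at least 1.5 gave 91 genes in both backgrounds; the cause was not tested.

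The enrichment of the ErbB list had a p above 0.05 under every alternative but fry, which gave 0.0484 in SNU449 and 0.0192 in SNU449-Axl- cells. Fry does not compare the list with other genes and was run without the replicate block. The normalized enrichment score was from 1.03 to 1.23 in SNU449 with 1 library left out.

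Among 95 results for named genes, 1347 of 1453 recomputed values kept direction and side of the threshold. Of the others, 65 were weaker (12 with the replicate block, 44 with 1 library left out, 4 with spike-in centring and 5 with all 12 libraries in one fit), 6 were stronger and 35 reversed. With spike-in centring, the reversed log2 values were 0.0293 (ERBB2, SNU449 Rego effect), 0.13 (TYRO3, SNU449-Axl- Rego effect), 0.08 (ERBB2) and 0.22 (TYRO3) between control cells, 0.30 (EGFR), 0.29 (ERBB2), 0.26 (FGF2), 0.015 (GAS6) and 0.34 (TYRO3) between Rego-resistant cells, where EGFR, ERBB2, FGF2 and TYRO3 were then called, and -0.0702 (EGFR, interaction); apart from the shift of all genes, the cause was not tested. TYRO3 in SNU449-Axl- cells also reversed to 0.0167 with upper-quartile rescaling and to 0.00915 with all 12 libraries in one fit, from -5.4e-05. With 1 library left out, these changed sign, and the cause was not tested: ERBB2 from -0.027 to 0.0076 and ERBB3 from -0.035 to 0.095 in SNU449, TYRO3 from -0.042 to 0.063 in SNU449-Axl- cells, EGFR from -0.146 to 0.147, MERTK from -0.0087 to 0.079 and TYRO3 from -0.143 to 0.024 between control cells, EGFR from -0.112 to 0.00052 and TYRO3 from -0.034 to 0.036 between Rego-resistant cells, and EGFR from -0.184 to 0.232 and TYRO3 from -0.238 to 0.069 in the interaction.

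The depth per library is unknown. ERBB4 had a mean normalized count of 10.0 in the SNU449 comparison and 5.66 in the SNU449-Axl- comparison. Such low counts limit how well the size of its fold change is known.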

Differences from the paper's values

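The paper reports 235 upregulated genes in Rego-resistant SNU449 cells, and limma with Benjamini-Hochberg adjustment gave 1603. Of the alternatives set before the data were examined, the replicate block gave 324, within 1.5 times the paper's value. Its threshold was an adjusted p under 0.05 on the variance-stabilized scale, so a near count need not mean the same genes. The upper-quartile rescaling (1490), no filter, a minimum of 10 in every library and a pseudocount of 0.1 (1603 each), an adjusted p under 0.01 (557), a minimum absolute log2 fold change of 1 (142), all 12 libraries in one fit (1214) and leaving out 1 library (841 to 1031) did not close the gap. In the authors' deposited table, an adjusted p under 0.001 without a minimum fold change gives 235 genes that rose, a threshold found after seeing the values.

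For ERBB4, the paper shows a log2 fold change of about 5.7 in SNU449 and about 0.6 in SNU449-Axl- cells in Fig. 2C, read by eye, and the values here were 0.76 and 0.0728. The paper's values are on the scale of counts and those here on the variance-stabilized scale, and no alternative set before the data were examined closed either gap; the highest were 1.08 and 0.11. The log2 fold changes in the authors' deposited tables are 5.74 and 0.60.

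In Fig. 2B, the paper shows about 91 genes called in both backgrounds and about 500 in SNU449 only, read by eye, and limma gave 876 and 1941. With the replicate block, set before the data were examined, the values were 128 and 421, within 1.5 times the paper's. This fit had no minimum fold change and used the variance-stabilized scale, so near counts need not mean the same genes. An adjusted p under 0.01 gave 145 and 762, a minimum absolute log2 fold change of 1 gave 32 and 223, all 12 libraries in one fit gave 431 and 1744, the upper-quartile rescaling gave 874 and 1958, and leaving out 1 library gave 494 to 613 and 920 to 2293, and none of these closed the gap. No filter, a minimum of 10 in every library and a pseudocount of 0.1 left 876 and 1941. The authors' adjusted p under 0.05 with an absolute log2 fold change of at least 1.5, chosen after seeing the values, gives 91 and 501 in the authors' deposited tables.

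The paper describes ErbB signaling as enriched in Rego-resistant SNU449 cells, and the hand-written list had a normalized enrichment score of 1.17 (gene permutation, p = 0.203). The score itself did not differ from the paper's, which is about 1.2 in Fig. 2E, read by eye. The fry test, set before the data were examined, gave a p of 0.0484. It was run without the replicate block, so this p ignores the tie between libraries with the same number.

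The paper's summary describes the ErbB receptors, ErbB4 above all, as upregulated together with Gas6 and Axl. Its evidence includes qPCR, Western blotting and immunofluorescence for Axl, and an ELISA for Gas6. For ErbB4 it includes qPCR, and for the activation of the ErbB receptors phospho-RTK arrays. None of these measurements was analysed here. In the RNA-Seq data, EGFR (log2 fold change 0.50, limma adjusted p = 0.19), ERBB2 (-0.01, 0.91), ERBB3 (0.02, 0.917) and AXL (0.48, 0.144) were not called in SNU449 with Benjamini-Hochberg adjustment, whereas ERBB4 (0.76, limma adjusted p = 0.00223) and GAS6 (0.58, 0.031) were called as higher, GAS6 not with the replicate block (0.118).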

Other observations

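Of the tests in this part, those on the same-direction count, on the genes past the thresholds in SNU449 only, on the shared control libraries, on the order of neighbouring genes and on the spike-in RNAs were chosen only after the result had been seen.

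Genes called with Rego resistance. For the SNU449 and the SNU449-Axl- comparison, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many genes as the real split, namely the real one, and the other splits gave 0. Of the 4 splits that part all pairs of libraries with the same number, the real one was again the only one. For the ErbB list, 6 of 10 splits gave a normalized enrichment score as large in SNU449 and 1 of 10 in SNU449-Axl- cells. The share of 10 splits is never below 0.1, so a chance split cannot be excluded by it alone.

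Genes past the authors' thresholds in one background. The authors' genes called in SNU449 only need not differ between the backgrounds, since a gene can miss a threshold in one of them. Of the 434 such genes listed in both tables, 241 (55.5%) had a Benjamini-Hochberg adjusted p under 0.05 in a z test of the difference, 193 had not, 248 changed in the same direction in both backgrounds and 48 had an adjusted p under 0.05 in SNU449-Axl- cells too. Since these genes were selected for a difference, the same selection was run on 100 simulations in which each gene had 1 common change in both backgrounds, drawn with the authors' standard errors. There, at most 0.61% of the selected genes had such a difference. No gene differed in these simulations, where at most 2 genes in all were called and 164 were selected on average. They therefore argue only against one common change in every gene. The share that this set would show when other genes differ was not simulated, and no single gene is decided. Of the 91 genes past the thresholds in both backgrounds, 62 changed in the same direction and 29 in opposite directions, more than unrelated directions would give (two-sided exact binomial test, p = 0.000705).

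Similarity of the Rego effect and the Axl difference. Across 7948 genes, which are not independent replicates, the authors' log2 fold changes of Rego resistance in SNU449 correlated with those of Axl deficiency in control cells (Pearson's r = 0.60), whereas the Rego effects of both backgrounds, which share no group, had an r of 0.10. The first pair shares the SNU449 control libraries. Pairs that share another group with opposite sign were related as well, with an r of -0.40 for the SNU449-Axl- control libraries and of -0.45 for those of Rego-resistant SNU449 cells, so that r does not single out the SNU449 control population. Noise of the shared libraries alone gave a mean r of 0.50 (0.478 to 0.528) in 100 simulations of unchanged groups on the library values, against 0.56 observed. As to the genes called, 385 passed in both comparisons with the same sign and 7 with opposite signs. In 100 simulations in which the other groups had unrelated changes of the observed sizes, at most 309 passed with the same sign, and at least 125 with opposite signs. Noise of the shared libraries is thus argued against as the whole cause for this pair. When both other groups were compared with the SNU449-Axl- control, Rego-resistant SNU449 or Rego-resistant SNU449-Axl- libraries, 300, 254 and 196 genes passed with the same sign, against at most 276, 254 and 234 in the simulations, and 23, 13 and 13 with opposite signs, against at least 112, 96 and 85. With the unrelated changes multiplied by 0.25, 0.5, 0.75, 1 or 1.5, 0 of 20 simulations each gave as many genes with the same sign and as few with opposite signs, for any of the 4 shared groups. Noise of the shared libraries is therefore argued against for each of them, and the SNU449 control population is not singled out by this test either. UCHL1, VCAM1 and BCAT1 fell and KRT81 and KRT7 rose against SNU449 control cells in both comparisons of the first pair. A state of the SNU449 control population may therefore be part of what is read as a Rego effect in SNU449. An acquired response to Rego that Axl deficiency also brings about stays open.

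Chromosome regions. Neighbouring genes changed together in all 6 pairwise comparisons. The rank correlation of adjacent genes was at least 0.224, against at most 0.0361 in 1000 shuffled orders each. The largest windows of 40 genes had absolute medians between 0.78 and 1.10, against at most 0.505 in 100 shuffles. On chromosome 5 from 892884 to 34918989, SNU449-Axl- control cells exceeded SNU449 control cells by a median of 1.10 and Rego-resistant SNU449 cells did so by 0.73, so that the SNU449 control cells lay below the other populations. On chromosome 4 from 147617386 to 183713594, SNU449-Axl- control cells lay below SNU449 control cells by a median log2 fold change of -1.06, and Rego-resistant SNU449-Axl- cells were above their own controls by 0.75. On chromosome 19, 91.8% of 588 genes were higher in Rego-resistant SNU449 cells, with a median of 0.57. GC content does not account for these regions: after its trend on the other chromosomes was taken out, each of the 24 listed regions kept at least 86.2% of its median. Differences in chromosome copy number between the populations are a candidate explanation; copy number was not analysed here.

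AXL lies in such a region. Its log2 fold change in Rego-resistant SNU449 cells was 0.48 in the authors' table, and the 40 nearest genes, from 39433137 to 43527230 on chromosome 19, had a median of 0.62 with 36 of 40 above 0. The rise of AXL transcript in these RNA-Seq data may therefore be part of a shift of the whole region. The rise of ERBB4 is not, as its neighbours had a median of -0.23.

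Spike-in RNAs. In the authors' tables, the spike-in RNAs with a mean normalized count of at least 10 had a median log2 fold change of -0.64 between Rego-resistant SNU449-Axl- and SNU449 cells, with 18 of 18 lower, and -0.41 between the control cells, with 18 of 19 lower. Between Rego-resistant and control cells it was -0.08 in SNU449 and -0.30 in SNU449-Axl- cells. Chance among few RNAs is argued against, since 0.01% of 10000 random sets of genes at similar levels had a median as low as -0.64. The input of spike-in RNA per library and the RNA content per cell cannot be separated with these data, and no biological explanation was tested.

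TYRO3 and MERTK. The paper states that these members of the TAM receptor family were not upregulated in Axl-deficient cells without naming the assay. In the RNA-Seq data, the log2 fold change of SNU449-Axl- over SNU449 control cells was -0.06 for TYRO3 (standard error 0.118, adjusted p = 0.752 from limma with Benjamini-Hochberg adjustment) and 0.03 for MERTK (standard error 0.0709, adjusted p = 0.802). Between Rego-resistant cells, it was -0.01 for TYRO3 (adjusted p = 0.945 from limma) and 0.17 for MERTK (adjusted p = 0.0409, and 0.374 with the replicate block). Leaving out any 1 library moved the adjusted p of MERTK above 0.05, to between 0.0553 and 0.127. Centring on the spike-in RNAs, chosen after seeing the data, gave 0.34 for TYRO3 (adjusted p = 0.00347 from limma) and 0.51 for MERTK (adjusted p = 0.000372) between Rego-resistant cells, so that both were called as higher in Axl-deficient cells. Between control cells the same centring gave 0.22 for TYRO3 (adjusted p = 0.234) and 0.30 for MERTK (adjusted p = 0.0995). This centring moves all genes alike, by a median of 0.34 between Rego-resistant and 0.28 between control cells, so that what it adds to the values without it is not particular to TYRO3 or MERTK.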
